# Sox17 Regulates Liver Lipid Metabolism and Adaptation to Fasting

**DOI:** 10.1371/journal.pone.0104925

**Published:** 2014-08-20

**Authors:** Samuel Rommelaere, Virginie Millet, Thien-Phong Vu Manh, Thomas Gensollen, Pierre Andreoletti, Mustapha Cherkaoui-Malki, Christophe Bourges, Bertrand Escalière, Xin Du, Yu Xia, Jean Imbert, Bruce Beutler, Yoshiakira Kanai, Bernard Malissen, Marie Malissen, Anne Tailleux, Bart Staels, Franck Galland, Philippe Naquet

## Abstract

Liver is a major regulator of lipid metabolism and adaptation to fasting, a process involving PPARalpha activation. We recently showed that the *Vnn1* gene is a PPARalpha target gene in liver and that release of the Vanin-1 pantetheinase in serum is a biomarker of PPARalpha activation. Here we set up a screen to identify new regulators of adaptation to fasting using the serum Vanin-1 as a marker of PPARalpha activation. Mutagenized mice were screened for low serum Vanin-1 expression. Functional interactions with PPARalpha were investigated by combining transcriptomic, biochemical and metabolic approaches. We characterized a new mutant mouse in which hepatic and serum expression of Vanin-1 is depressed. This mouse carries a mutation in the HMG domain of the Sox17 transcription factor. Mutant mice display a metabolic phenotype featuring lipid abnormalities and inefficient adaptation to fasting. Upon fasting, a fraction of the PPARα-driven transcriptional program is no longer induced and associated with impaired fatty acid oxidation. The transcriptional phenotype is partially observed in heterozygous Sox17+/− mice. In mutant mice, the fasting phenotype but not all transcriptomic signature is rescued by the administration of the PPARalpha agonist fenofibrate. These results identify a novel role for Sox17 in adult liver as a modulator of the metabolic adaptation to fasting.

## Introduction

Liver plays an essential role in lipid metabolism and homeostasis. Sensing and adaptation to metabolic needs involves the contribution of nuclear receptors such as peroxisomal proliferator-activated receptors (PPAR) which contribute more specifically to the control of lipid storage/catabolism and the detoxication of lipophilic xenobiotics. PPARα is a key organizer of the liver response to fasting, fatty acid catabolism and ketone metabolism [1]–[3]. Upon high fat diet feeding, PPARα contributes to liver homeostasis by limiting steatosis and improving the atherogenic lipoprotein profile associated with type 2 diabetes and the metabolic syndrome [4], [5]. In addition to metabolic effects, PPARα has been shown to regulate detoxication and inflammatory pathways, hence preventing tissue damage associated with lipid overload and oxidation [6]. At the genomic level, PPARα-RXR bind to degenerate response elements upstream of their target genes which can also be occupied in a mutually exclusive manner by LXR-RXR dimers [7]. This promiscuity suggests that other factors may modulate the activity of favored complexes on transcriptional “hot spots”. Interactions with other transcription factors have been documented with HNF4α or GATA-6 in the control of *Acot1* or *Glut4* gene expression respectively [8], [9]. Occupancy of PPRE sites is also regulated during the fed/fasting cycle depending on the expression of the HNF4α target gene *Hes6* which, through interaction with HNF4α co-represses PPARα target genes in fed states [10]. Given the complex regulation of PPARα activation and its importance in the control of dyslipidemia, this justifies the identification of novel regulators and effectors of its function.

We recently demonstrated that the *Vnn1* gene is a PPARα target gene in the liver [11]. Vnn1 is a regulator of tissue response to stress [12], [13] which could play a role in the effector programs controlled by PPARα activation. Furthermore we showed that the level of serum Vnn1 (sVnn1) is a reliable reporter of PPARα activity in hepatocytes [11]. To identify new regulators of liver adaptation to fasting and, possibly, PPARα-dependent transcription, we screened ENU (N-ethyl-N-nitrosourea)-mutagenized mice for serum pantetheinase deficiency. We identified the Seric and Hepatic Impaired VAnin mutant mouse (SHIVA) which carries a mutation in Sox17 altering its transcriptional potential. This defect impairs lipid metabolism and adaptation to fasting; the transcriptional signature associated with the Sox17 mutation encompasses genes involved in adaptation to fasting and in part regulated by PPARα. This study shows for the first time the contribution of Sox17 to liver metabolism in adult mouse.

## Materials and Methods

### Ethical statement

C57BL/6 and mutant (SHIVA abbreviated SHI) mice were bred (6 mice per cage), fed on normal chow diet and maintained under specific pathogen-free (SPF) conditions at the animal facility of the CIML. Microbiological controls are performed on a monthly basis at the level of the CIML facility on sentinel mice, cohoused with test mice. All experiments were done in accordance with French and European guidelines for animal care. Animal experimentation at CIML is controlled by the “Comité d’Ethique de Provence” under the agreement number 14 which specifically approved this study. The principal investigator of this study had obtained the authorization to experiment on live animals (Préfecture des Bouches du Rhône, number 13–70). The experimental work described in this article involves harvesting small samples of blood by retro-orbital puncture on anesthetized mice, or harvesting organs on euthanized mice by cervical dislocation. When this program was started, these procedures which do not induce animal suffering, did not require to obtain a specific authorization. The ENU procedure on which our program was connected, has been recently reported [14]. All experiments were performed on 8–12 week old female mice (cohorts of 4 to 6 mice per experimental condition). Control and experimental mice originated from the same housing room and were systematically age-, weight (25–30 grs)- and gender-matched. The PPARα deficient mice were backcrossed on the C57BL/6 background and kept at the Pasteur Institute in Lille. The Sox17+/− mice were maintained in Y. Kanai’s laboratory (University of Tokyo). The reduced fertility and viability of these mice limited our experimental investigations since it was impossible to obtain homogeneous cohorts of age matched female mice.

### Pantetheinase activity

Enzymatic substrates (pPNA and pAMC) and Vnn1 ELISA to detect pantetheinase activity and serum Vnn1 have been recently described [11].

### Histology

Tissue lysates and western blots were performed as described [13]. For histology techniques, HE and Oil red O staining were performed as described [1].

### Plasmids

The myc-tagged Sox17 and Sox9 and pVCAM1-luciferase plasmids were kindly provided by P Koopman, University of Queensland, Australia [15]. The luciferase construct downstream of pH 4×4 artificial promoter was provided by Y Kanai. The pVnn1-luciferase and Vnn1 plasmids were previously described [12], [16].

### Cells and luciferase reporter assays

The AML12 hepatocyte and COS7 cell lines were purchased from ATCC. COS7 or AML12 cells (10^5^/well) were transiently transfected with Sox17 and Sox9 expressing vectors (0.8 µg) using Lipofectamine 2000 (Life Technologies). Cells were harvested 48 h post transfection, and luminescence was detected using the Dual-Luciferase reporter assay (Promega). Flow cytometry analysis was performed on a FACS Canto II analyzer (Becton Dickinson).

### Quantitative, RT-PCR Transcriptome analysis, bioinformatics and statistical analysis

RNA was extracted from various organs using the TRIzol reagent (Life Technologies) and further purified using the RNeasy mini kit (Qiagen). cDNA and quantitative RT-PCR reactions were processed as described [13]. Quantifications were normalized to that of HPRT mRNA and analyzed using the Mann-Whitney test. Primer sequences are shown in Table S1 in File S1. Hybridization on Agilent chips was performed on the TGML platform (TAGC UMR_S 1090, Marseille, France) and raw expression values were quantile normalized under R (version 2.13.0) and Bioconductor. Bioinformatics analysis is described in supporting information. Raw data are accessible at GEO site (GSE38968). In all figures, error bars represent SEM. Statistical analysis was mostly performed using unpaired t-test or ANOVA when appropriate (GraphPad Prism software) unless indicated otherwise.

### Metabolic assays

Metabolic measurements were performed at the Clinique de la Souris (IGBMC, Strasbourg, France) or at the Pasteur Institute, Lille. In some cases, measurement of triglyceride levels was performed after separation of lipoproteins hence excluding the contribution of free glycerol. Statistical analysis was performed using the Mann-Whitney test. Fenofibrate (Sigma) was administered daily by oral gavage at the dose of 200 mg/kg in 200 µl of carboxymethylcellulose (CMC) for one week.

## Results

### A Sox 17 mutant mouse with reduced seric pantetheinase activity

ENU-mutagenized G1 mice were screened for dominant mutations affecting sVnn1 production. As seen in Figure 1A, heterozygous SHIVA mice show reduced serum pantetheinase and sVnn1 levels. Quantification by qRT-PCR of *Vnn1* gene expression documents a specific reduction in liver but not in other Vnn1-expressing organs (Figure 1B). The expression level of the Vnn3 isoform is moderately reduced in liver but not spleen (Figure S1A in File S1). Chimeric wild type mice reconstituted with bone marrow from wild type or mutant SHIVA mice had normal levels of serum pantetheinase activity (Figure S1B in File S1), excluding a contribution of hematopoietic cells to the low pantetheinase phenotype of the SHIVA mouse. These and former [11] results show that the liver is the main source of serum Vnn1. The ENU SHIVA phenotype was detectable in heterozygous mice and segregated with the telomeric region of mouse chromosome 1 (LOD score >5). Coarse mapping co-localized it with marker D1Mit242 which is proximal to D1Mit169 in a 24 Mb critical region (Figure S2 in File S1). This region encompasses around 50 candidate genes among which *sox17* appeared as a likely candidate, since Sox9 was previously shown to transactivate *vnn1* gene expression in testis [15]. Sequencing of the *sox17* gene documented the presence of a T to G substitution, leading to a Met72 to Arg change (Figure 1C) in the DNA binding region of the alpha 1 helix of the HMG domain of the *sox17* gene [17]. Other mutations were excluded by sequencing of the telomeric end of chromosome 1 (supporting information data).

**Figure 1:**
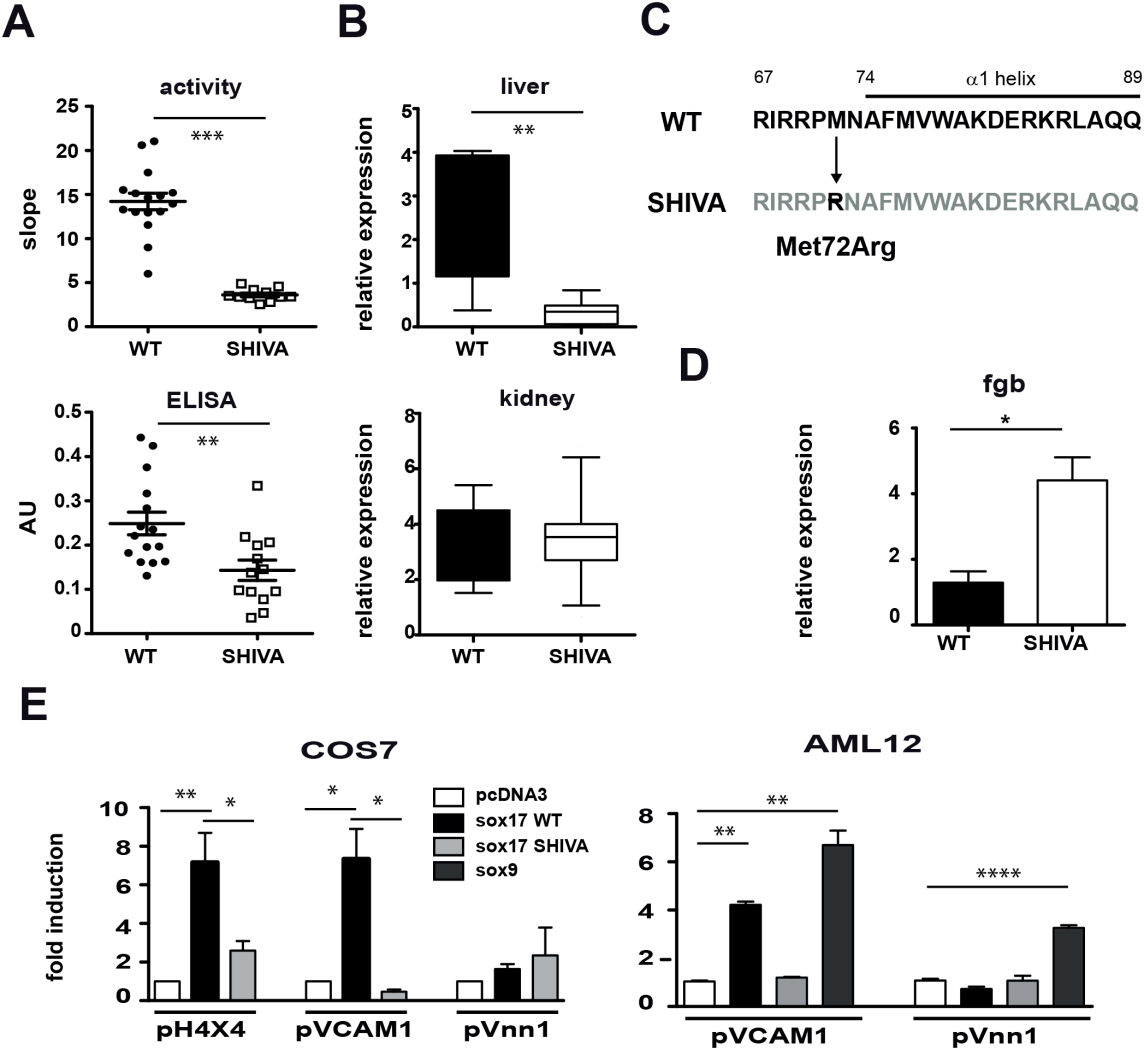
Sox17 mutation and transcriptional defect in the SHIVA mouse. Comparative analysis of Vnn1 expression in WT versus SHIVA mice using (A) Pantetheinase activity (pPNa substrate) and Vnn1 ELISA in serum (n = 13 to 16 mice); (B) qRT-PCR analysis of *vnn1* transcripts in liver and kidney (n = 4–5 mice); (C) Localization of the mutation in the HMG domain of the Sox17 protein. (D) Quantification by qRT-PCR of *Fgb* transcripts in liver from WT or SHIVA mice (*: p<0.05, **: p<0.005, ***: p<0.0005). (E) Luciferase reporter assays performed 48 hrs following cotransfection of the coding (Sox17, Sox9) and reporter (pH 4×4, pVCAM1, pVnn1) plasmids in COS7 or AML12 cells.

Sox17 expression in adult liver was further validated by immunohistochemistry (Figure S3A in File S1), qRT-PCR and immunoprecipitation (not shown). We verified that the SHIVA mutation did not impact the nuclear localization of Sox17 in transiently transfected COS7 cells (Figure S3B in File S1). Sox17 is described as a transcriptional repressor of the *Fgb* gene during development [18]. Results of qRT-PCR analysis (Figure 1D) indicate that *fgb* mRNA is 4–5 fold elevated in SHIVA mouse livers. We then tested the transactivating potential of the SHIVA Sox17 protein on reporter constructs *in* *vitro*. Luciferase reporter constructs containing either a tetramerized (pH 4×4) version of a prototypic Sox binding site, the *vcam1* promoter, a known Sox target gene [19] or the V*nn* promoters [12] were tested by transient transfection in COS7 or AML12 cells. As shown in Figure 1E, control Sox17 protein could activate the pH 4×4 and pVCAM1 promoters while the SHIVA Sox17 isoform was unable to induce luciferase expression. In contrast Sox9 but neither control nor SHIVA Sox17 could activate the *vnn1* promoter in the AML12 line. Altogether these results show that the SHIVA Sox17 protein is unable to activate or repress known target genes.

### Sox17 modulates PPARα-mediated transcription

A preliminary transcriptomic analysis performed on fed SHIVA mice had documented an alteration of the transcription of few genes, including *Elovl3,* associated with fatty acid metabolism (not shown). Since Vnn1 transcription in the liver is strictly dependent on PPARα activation [11], we speculated that Sox17 might modulate transcriptional regulation by PPARα. We thus performed another transcriptomic analysis of wild type versus SHIVA livers under fasting conditions to induce PPARα activation. 

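Livers of 3 WT and 4 SHIVA mice fasted for 24 h were each hybridized to an array of their own, on single-colour Agilent chips for the mouse genome. For each array the authors deposited the scanner output, in which the software had removed spatial trends from the spot intensities, and a table of log2 values that they had quantile normalized. The scanner output was taken from there: spots that the software marked as uneven or deviant, between 120 and 163 per array, were left out, and the intensities were quantile normalized over the 7 arrays and put on the log2 scale. Of 55681 probes, between 44.5% and 46.3% were well above background in WT livers and between 45.8% and 48.7% in SHIVA livers. No spot was saturated. Each gene was represented by its probe with the highest mean signal, and WT and SHIVA livers were compared with limma for the 20002 genes whose probe was well above background on at least 3 of the 7 arrays. The number of arrays limits the precision of every value. All 7 arrays lay on 1 slide, with the WT arrays in row 1 and the SHIVA arrays in row 2, so that the place on the slide and the genotype cannot be told apart. Sox17, the mutated gene, was read by a probe on chromosome 1 of mm9 from 4481503 to 4481562. Its log2 signal was 3.95 ± 0.56 (SD, n = 3) in WT livers, where it was well above background on 2 arrays, and 4.64 ± 0.13 (SD, n = 4) in SHIVA livers, where it was so on all 4. The log2 fold change of SHIVA over WT was 0.69 (standard error 0.25, adjusted p = 0.279 from limma with Benjamini-Hochberg adjustment), and the ranges of the WT and SHIVA livers overlapped.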

Transcriptional signatures highlighted a list of up and downregulated pathways (Table 1). 

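Of the 20002 genes tested, 75 differed between WT and SHIVA livers at an adjusted p under 0.05, with 37 higher and 38 lower in SHIVA livers. For all 75 the WT and SHIVA values did not overlap, which held for 12.2% of all genes tested, where chance gives 5.71%. Of these genes, 14 were not above background on any array of 1 genotype, so that the size of their fold changes is known only loosely. At an unadjusted p under 0.05, limma gave 2667 genes and the methods' t-test 2299, of which 0 remained after Benjamini-Hochberg adjustment. With single mice left out, the count of limma lay between 3 (without WT replicate 1) and 423 (without WT replicate 3). Of 29 genes that the paper names for liver expression and that were tested, 23 were lower in SHIVA livers, 4 passed the threshold over all genes and 22 passed when adjusted over the list alone. The second count is not independent evidence, since the study chose part of the list on these arrays.

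For pathways, the KEGG gene sets were replaced by 27 Reactome sets chosen before the data were examined, 25 of them paired with pathways of Table 1, 1 with the peroxisomal set of Figure S5 and 1, for the clock, with none, together with hand-written lists of PPARα targets and of peroxisomal genes. Of these 29 sets, GSEA on all genes ranked by the log2 ratio placed 7 at the lower and 7 at the higher end in SHIVA livers at an adjusted p under 0.05. GSEA permutes genes and ignores that the genes of a set vary together from mouse to mouse. Under camera with a preset correlation of 0.01 between genes, 4 sets passed, 2 lower and 2 higher. With the correlation estimated from the arrays camera called 0, and the rotation test fry called only the peroxisomal list. When the mice were permuted, 6 sets, all with negative scores and 1 of them pyruvate metabolism, reached the smallest exact p that 3 mice against 4 allow, 0.0286. Among sets with positive scores that GSEA called, the fibrin clot had the smallest, 0.0571 (exact). Of all sets 0 passed after adjustment over the 29 sets, which so coarse a p hardly allows.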

Downregulated pathways are linked with lipid metabolism and fatty acid oxidation. 

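Table 1 lists pathways as lower in SHIVA livers for which 8 Reactome sets stood in. The enrichment score was negative for 7 of these sets, and 3 passed the threshold of GSEA. These were the synthesis of fatty acyl-CoAs (normalized enrichment score -1.61, adjusted p = 0.0387 by gene permutation, 13 of 21 genes lower), the synthesis of very long-chain fatty acyl-CoAs (-1.61, adjusted p = 0.0436 by gene permutation, 9 of 16 genes lower) and the metabolism of vitamin B5 (-1.58, adjusted p = 0.0468 by gene permutation, 10 of 10 genes lower). With each mouse left out in turn, the fatty acyl-CoA sets passed in 5 of 7 rankings each and vitamin B5 in 0 of 7. The fatty acyl-CoA sets are not independent, since the leading edge of the very long-chain set was Elovl3 and Elovl7 alone and both genes also lead the other set. Mitochondrial fatty acid beta-oxidation, which was paired with fatty acid metabolism, had a score of -1.32 and did not pass (adjusted p = 0.208 by gene permutation), with 11 of its 15 genes lower. The set for retinoids had a positive score of 1.24, also below the threshold (adjusted p = 0.208 by gene permutation), although the median log2 fold change of its 47 genes was -0.02. The pathways paired with 2 further sets, triglyceride biosynthesis and cytochrome P450, stand in Table 1 in both directions. Both passed on the lower side, with scores of -1.72 and -1.66. The leading edge of triglyceride biosynthesis held all genes of the fatty acyl-CoA leading edge, Elovl3 first. That of cytochrome P450 shared Cyp4a14, Cyp4a31 and Cyp4a10 with the list of PPARα targets. These sets are therefore not independent of the others either. The scores of the fatty acyl-CoA sets moved most with an unweighted running sum, to -0.70 and -0.76, and then did not pass.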

Upregulated pathways are enriched in genes related to inflammation and to the metabolism of aminoacids or carbohydrates. 

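For the pathways that Table 1 lists as higher in SHIVA livers, 13 of 15 Reactome sets had a positive enrichment score and 7 passed the threshold of GSEA. The formation of the fibrin clot had the highest normalized enrichment score, 1.96 (adjusted p = 0.00536 by gene permutation), with 29 of its 40 genes higher. The complement cascade followed with 1.85 (adjusted p = 0.00536 by gene permutation) and 22 of 27 genes higher. Antigen presentation by MHC class II scored 1.73, while that by class I, paired with the same pathway, scored 0.74 and did not pass (adjusted p = 0.933 by gene permutation). The score was 1.59 for signaling by interleukins and 1.56 for Toll-like receptor cascades. The leading edge of the fibrin clot set began with Prtn3 and Cd177 and also held Fga, Fgb and Fgg. Immune cells or blood left in some SHIVA livers stay open as a source of neutrophil genes. In these sets they were not told apart from a change in liver cells. Among amino acid pathways, the synthesis and interconversion of amino acids scored 1.71 (adjusted p = 0.0218 by gene permutation), with 9 of 16 genes higher. Glutathione conjugation scored 1.58 (adjusted p = 0.0387 by gene permutation), but the median of its genes was lower in SHIVA livers, with a log2 fold change of -0.04, and its score turned to -0.76 with an unweighted running sum. With each mouse left out in turn, the synthesis of amino acids passed in 4 of 7 rankings and glutathione conjugation in 2 of 7, while the other 5 sets passed in 6 or 7. For carbohydrates, glycolysis had a score of 1.28 and gluconeogenesis 0.75, and neither passed. Pyruvate metabolism (-1.15) and lysine catabolism (-0.57) had negative scores and did not pass either.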

We compared WT versus SHIVA expression data to all public genesets available from MSigDB (Broad Institute) using the GSEA algorithm. Briefly, the GSEA method allows to statistically test whether a set of genes of interest (referred to as a geneset) is distributed randomly in the list of genes that were pre-ranked according to their differential expression ratio between WT and SHIVA. We also re-analyzed public expression data (GSE8290) from fasted WT vs PPARα-deficient mouse livers in order to extract the genes that were found either up- or down-regulated and added them to the list of public genesets. 

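The genes that the study took from PPARα-deficient mice are not among the deposited data, so a list of 67 known PPARα target genes, written before the data were examined, was tested instead. It had a normalized enrichment score of -2.69 in SHIVA livers (adjusted p = 0.00316 by gene permutation, the smallest that the permutations gave), and 62 of its 67 genes were lower. The list shares genes with those the study picked on these same arrays, among them Cyp4a14, Retsat and Decr1. Its score is therefore not wholly independent evidence. The mean log2 signal of the list was 12.01 ± 0.43 (SD, n = 3) in WT and 11.27 ± 0.05 (SD, n = 4) in SHIVA livers. Every SHIVA liver was below every WT liver, with a difference of -0.73 (exact permutation test, two-sided, p = 0.0286, the smallest that 3 mice against 4 allow). After adjustment over the 29 sets this permutation p was 0.138, and camera with an estimated correlation gave the list an adjusted p of 0.438. Singly, 2 of the 67 genes passed the threshold over all genes. Cyp4a14, a fatty acid hydroxylase read by a probe on chromosome 4 from 115158914 to 115158973, had a log2 fold change of -2.27 (standard error 0.57, adjusted p = 0.164 from limma). Pex11a, a peroxisomal membrane protein with its probe on chromosome 7 from 86882223 to 86882282, had one of -1.64 (standard error 0.39, adjusted p = 0.145 from limma). Vnn1, with its probe on chromosome 10 from 23624524 to 23624583, fell by 1.54 on the log2 scale (standard error 0.34, adjusted p = 0.132 from limma). For these 3 genes, too, the values of all SHIVA livers were below those of all WT livers. The WT livers were spread more widely than the SHIVA livers: WT replicate 3 had a list mean of 11.6, against 12.1 and 12.4 in the other WT livers.

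**Figure D1:**
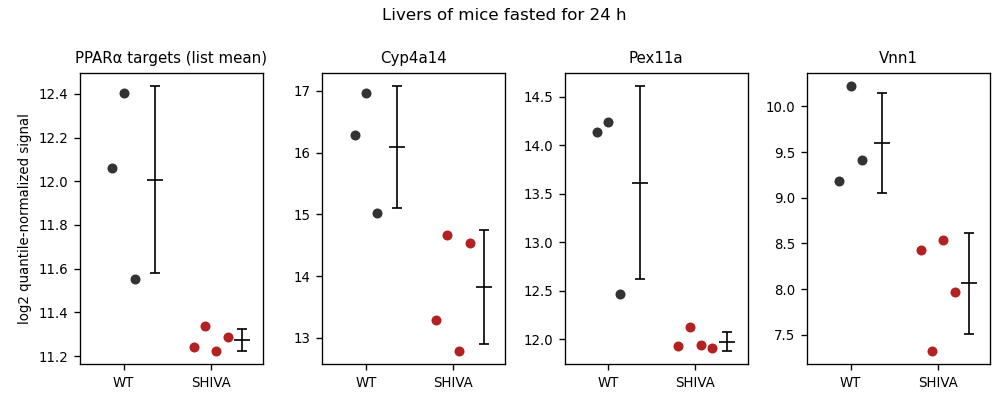
Log2 quantile-normalized signal in livers of WT (n = 3, dark) and SHIVA (n = 4, red) mice fasted for 24 h, as the mean of the list of PPARα targets and for Cyp4a14, Pex11a and Vnn1, with 1 point per mouse and the mean ± SD beside the points. In each panel the SHIVA mice lie below the WT mice, and the list means of the SHIVA mice lie between 11.2 and 11.3.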

As shown in Figure 2A (complete list in Table S2 in File S1), a significant fraction of genes found poorly induced in PPARα-deficient versus control fasted B6 mice were also found, as a group, significantly poorly expressed in fasted SHIVA mice (FDR q-value = 1.36E^−4^). To refine the analysis of the transcriptional patterns observed in the microarray, we performed qRT-PCR experiments on two independent cohorts of mice fed versus fasted for 24 h and 48 h (Figure 2B and Figure S4A in File S1). A first pattern (I) concerns genes whose transcription is either absent (*Elovl3*) or reduced (*Mgll, Cxcl14, Me1*) in both fed and fasted (24 and 48 h) SHIVA mice. A second pattern (II) concerns genes whose transcription is induced by fasting but this regulation is lost in 24 h fasted SHIVA mice. Among this group, the SHIVA phenotype is stable (IIa: *Vnn1, Pex11a, Pex1*) or reversible (IIb: *Cyp4a14, Hmgcs2, Acot4, Fabp2*) until 48 h fasting. Additional experiments using stimulation with fibrates abrogates most of the PPARα signature but the lack of Elovl3 expression is not affected (Figure 2C and Figure S4B in File S1). Some signatures are less robust and can vary between experiments (ie *Ehhadh*). A third heterogeneous group concerns the majority of transcripts which show similar behavior between fasted WT and SHIVA including some conventional PPARα target genes such as *acot1* or *fabp5*. 

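On the arrays of the mice fasted for 24 h, Gsta1, Ccl2 and Mvk differed in how SHIVA livers compared with WT livers. Gsta1, a glutathione transferase with its probe on chromosome 9 from 78090411 to 78090470, had a log2 signal of 5.29 ± 0.76 (SD, n = 3) in WT and 7.72 ± 0.30 (SD, n = 4) in SHIVA livers, a log2 fold change of 2.42 (standard error 0.33, adjusted p = 0.0299 from limma), which passed in 3 of the 7 fits that left out a mouse. The chemokine gene Ccl2, on chromosome 11 from 81850650 to 81850709, measured 5.76 ± 0.80 (SD, n = 3) and 7.21 ± 0.66 (SD, n = 4). Its log2 fold change of 1.45 (standard error 0.44) did not pass the threshold (adjusted p = 0.232 from limma), and the lowest SHIVA liver, at 6.33, was below the highest WT liver, at 6.57. Mvk, which encodes mevalonate kinase and has its probe on chromosome 5 from 114910540 to 114910599, measured 9.91 ± 0.57 (SD, n = 3) and 9.93 ± 0.16 (SD, n = 4). The change of 0.02 (standard error 0.26, adjusted p = 0.983 from limma) was smaller than the spread between WT livers, and its sign changed between settings, as with a value of -0.03 when arrays were scaled to their 75th percentile.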

Other transcripts related to inflammation (*Ccl2*), detoxication (*Gsta1*), or metabolic pathways (*Mvk*) show more heterogeneous patterns in SHIVA mice as previously seen in the microarray analysis (Figure S4 in File S1). Interestingly *Ppara* but not *Sox17* gene expression is reduced in fed SHIVA mice (Figure 2D). Also, Sox17 expression is downregulated by fasting in WT but not SHIVA mice. 

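Peroxisomal genes were tested as a hand-written list of 80 genes on the arrays and as the Reactome set for peroxisomal lipid metabolism, in place of the KEGG set. The list had a normalized enrichment score of -1.77 (adjusted p = 0.00316 by gene permutation, the smallest that the permutations gave), with 56 of its 80 genes lower in SHIVA livers. The list shares genes with the labels of Figure S5, among them Pex11a and Far2, so it is not wholly independent evidence. Its mean log2 signal was 10.69 ± 0.06 (SD, n = 3) in WT and 10.49 ± 0.02 (SD, n = 4) in SHIVA livers. The difference of -0.20 separated all WT from all SHIVA livers (exact permutation test, two-sided, p = 0.0286), and adjusted over the sets this p was 0.138. The rotation test fry gave an adjusted p of 0.0225, and camera with an estimated correlation one of 0.426. No gene of the list passed the threshold of limma over all genes by itself. Peroxisomal lipid metabolism had a score of -1.42 (adjusted p = 0.122 by gene permutation), with 13 of 22 genes lower, and passed under some settings, as without WT replicate 1 with a score of -1.67.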

Another GSEA analysis underscored the downregulation of several genes associated with peroxisomal function in the SHIVA transcriptome (Figure S5 and Table S3 in File S1). In contrast, the expression of PPARα target genes [3] involved in mitochondrial fatty acid beta-oxidation (*Cpt, Acadm, Etfdh*) was induced by fasting in a comparable way between control and SHIVA livers (Figure S4 in File S1). Altogether, these results suggest that Sox17 might specifically control the expression of candidate target genes such as *Elovl3* and licenses a complete PPARα-induced transcriptional program [3].

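Elovl3, a fatty acid elongase with its probe on chromosome 19 from 46209762 to 46209821, was among the 75 genes that differed between fasted WT and SHIVA livers. Its log2 signal was 6.96 ± 0.68 (SD, n = 3) in WT livers, and it was not above background in any of the 4 SHIVA livers. The fitted log2 fold change was -5.42 (adjusted p = 0.000608 from limma). Against the background limit of the arrays, Elovl3 was about 12.6-fold lower in SHIVA livers with this processing. That limit is the lowest signal counted as well above background on each array, so the value is not a strict bound. Over 13 alternative settings set before the data were examined, its log2 fold change ran from -5.59 to -1.48, and it passed in 12. Cxcl14, a chemokine gene on chromosome 13 from 56390078 to 56390137, measured 6.69 ± 0.32 (SD, n = 3) in WT and 5.13 ± 0.26 (SD, n = 4) in SHIVA livers, a log2 fold change of -1.56 (standard error 0.21, adjusted p = 0.0269 from limma). Me1, the malic enzyme gene on chromosome 9 from 86480571 to 86480630, measured 11.52 ± 0.15 (SD, n = 3) and 10.45 ± 0.22 (SD, n = 4), a change of -1.07 (standard error 0.17, adjusted p = 0.0455 from limma). For Mgll, a lipase gene on chromosome 6 from 88778292 to 88778351, the change of -1.25 (standard error 0.26) did not pass (adjusted p = 0.114 from limma), although the values of WT and SHIVA livers did not overlap. With each mouse left out in turn, Cxcl14 passed in 2 of 7 fits and Me1 in 1 of 7, while Elovl3 passed in all 4 fits that left out a SHIVA mouse and fell below the filter on dim probes in those that left out a WT mouse. The arrays hold fasted mice only and cannot separate a lower level at all times from a lost response to fasting.

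From the lower PPARα and peroxisomal signatures on the arrays and from the qRT-PCR of fed and fasted mice, the paper proposes that Sox17 controls some target genes such as Elovl3 and allows a complete program of transcription by PPARα.

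**Figure D2:**
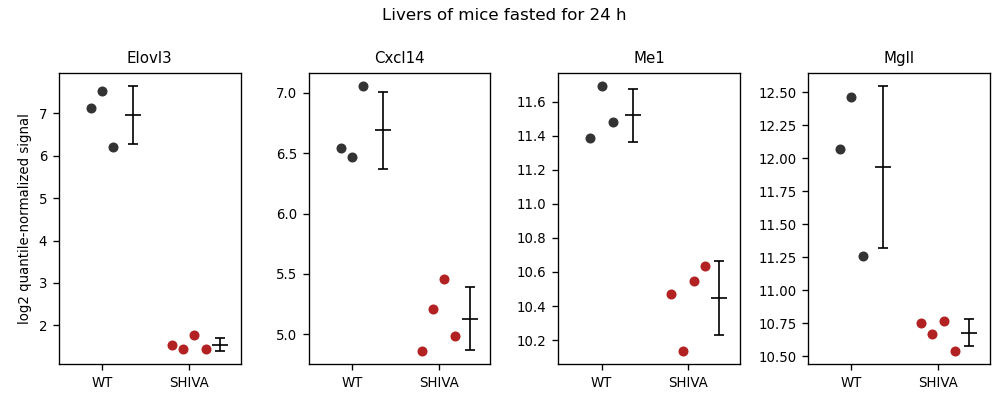
Log2 quantile-normalized signal of Elovl3, Cxcl14, Me1 and Mgll in livers of WT (n = 3, dark) and SHIVA (n = 4, red) mice fasted for 24 h, with 1 point per mouse and the mean ± SD beside the points. The SHIVA mice lie below the WT mice for each gene, and the Elovl3 signal of all 4 SHIVA mice is within background.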

**Figure 2:**
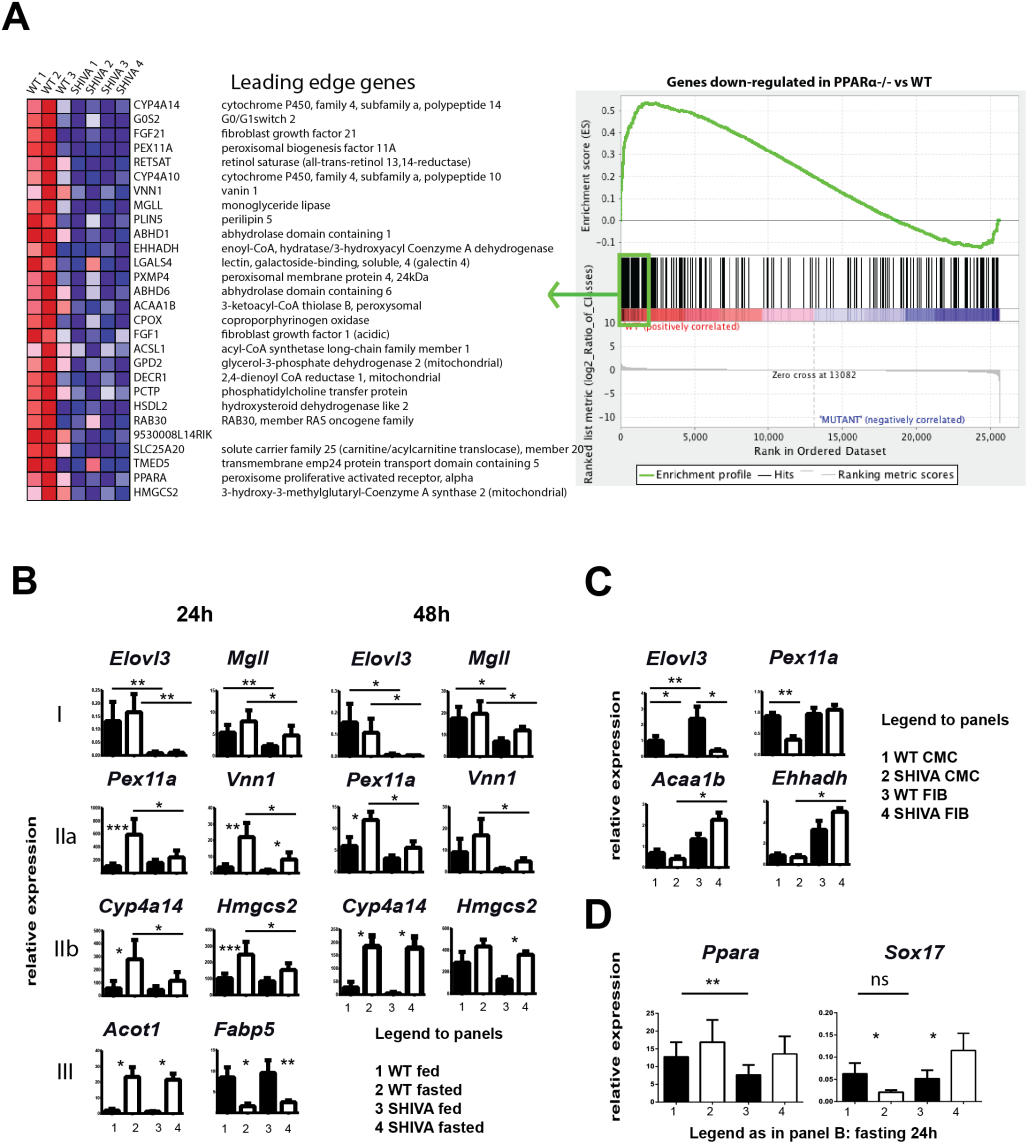
Altered PPARα-dependent transcription in SHIVA mice. GSEA comparing fasting SHIVA versus PPARα^−/−^ mice (n = 3–4 mice) (A) Heat map displaying the relative expression levels ranked from high (red) to low (blue) the most enriched genes (complete results are in Table S2 in File S1). Gene set enrichment plot showing skewing to the left, indicating enrichment in WT versus SHIVA livers of genes found down-regulated in PPARα-deficient mouse livers. Enrichment Score (ES): 0.5358231, Normalized Enrichment Score (NES): 2.257458, Nominal p-value: 0.0, FDR q-value: 0.04381425. (B) Quantification by qRT-PCR of various transcripts in livers from fed (black symbols) or 24 hours fasted (open symbols), WT versus SHIVA mice (n = 3 to 4 mice per condition). These mice are distinct from that used in the microarray analysis. (C) Similar analysis showing the relative expression evaluated by qRT-PCR performed on liver mRNA from 48 h fenofibrate-treated WT or SHIVA (SHI) mice for a series of PPARα target transcripts. (D) qRT-PCR analysis of *ppara* and *sox17* transcripts in fed or 48 hours fasted mice.

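The heat map of Figure 2A names 28 genes that could be read on the arrays. All 28 were lower in SHIVA livers, with log2 fold changes from -2.27 (Cyp4a14) to -0.34 (Decr1) and a median of -0.94. These genes were picked by the study for their fall on the same arrays, so their common direction is not independent evidence. For 14 of them the values of all SHIVA livers were below those of all WT livers. Only 1 of the 28, Retsat, a retinol saturase gene on chromosome 6 from 72556656 to 72556715, passed the threshold over all genes, with 14.08 ± 0.51 (SD, n = 3) in WT and 12.52 ± 0.22 (SD, n = 4) in SHIVA livers (log2 fold change -1.56, standard error 0.24, adjusted p = 0.0455 from limma). With each mouse left out in turn it passed in 1 of 7 fits. In 24 of the 28 genes WT replicate 3 had the lowest value of the WT livers.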

**Table 1:** Pathway analysis of liver transcriptome in SHIVA mouse.

KEGG entry	pathway name	p-value
Downregulated pathways in SHIVA mouse		
mmu00071	Fatty acid metabolism	0
mmu00590	Arachidonic acid metabolism	0
mmu00830	Retinol metabolism	0
mmu01040	Biosynthesis of unsaturated fatty acids	0
mmu03320	PPAR signaling pathway	0
mmu00120	Primary bile acid biosynthesis	0.004
mmu00770	Pantothenate and CoA biosynthesis	0.008
mmu00561	Glycerolipid metabolism	0.02
mmu00982	Drug metabolism - cytochrome P450	0.027
mmu00930	Caprolactam degradation	0.039
mmu00100	Steroid biosynthesis	0.04
mmu00900	Terpenoid backbone biosynthesis	0.041
mmu00061	Fatty acid biosynthesis	0.042
**Upregulated pathways in SHIVA mouse**		
mmu00250	Alanine, aspartate and glutamate metabolism	0.001
mmu04640	Hematopoietic cell lineage	0.001
mmu04610	Complement and coagulation cascades	0.002
mmu00052	Galactose metabolism	0.004
mmu04612	Antigen processing and presentation	0.004
mmu04662	B cell receptor signaling pathway	0.004
mmu00010	Glycolysis/Gluconeogenesis	0.007
mmu00053	Ascorbate and aldarate metabolism	0.007
mmu00561	Glycerolipid metabolism	0.007
mmu00340	Histidine metabolism	0.008
mmu00620	Pyruvate metabolism	0.008
mmu00910	Nitrogen metabolism	0.008
mmu04630	Jak-STAT signaling pathway	0.008
mmu04910	Insulin signaling pathway	0.008
mmu00140	C21-Steroid hormone metabolism	0.009
mmu00410	beta-Alanine metabolism	0.009
mmu04620	Toll-like receptor signaling pathway	0.009
mmu04920	Adipocytokine signaling pathway	0.009
mmu00330	Arginine and proline metabolism	0.01
mmu00380	Tryptophan metabolism	0.01
mmu00480	Glutathione metabolism	0.01
mmu00720	Reductive carboxylate cycle (CO2)	0.01
mmu00310	Lysine degradation	0.013
mmu00982	Drug metabolism - cytochrome P450	0.016

### Sox17+/− mice display a SHIVA-like transcriptional profile

These transcriptional modifications could be directly or indirectly linked to the Sox17 mutation. To strengthen the functional link between the response to fasting and Sox17, we investigated the fasting response in fed versus fasted C57BL/6 Sox17+/− mice. We performed a qRT-PCR analysis on liver samples (Figure 3A) which again showed the strict dependency on Sox17 for the control of *Elovl3* expression. The results performed on fed versus 24 h fasted liver samples showed an alteration of fasting-mediated induction of *Vnn1, Acaa1b, Acaa1a* and to a lesser extent *Pex11a* transcripts. Intermediate responses were also observed for *Acot3, Acot4* and *Pex1* (data not shown) whereas no difference between WT and Sox17+/− mice was detected for other genes such as *Fabp2, Fabp5, Cyp4a14, Hmgcs2, Acot1, Ehhadh, Mgll and Ppara.* To confirm the contribution of Sox17 to the regulation of serum pantetheinase production, we analyzed the sera from Sox17+/− heterozygote mice. As shown in Figure 3B, the amount of Vnn1 pantetheinase activity is reduced in heterozygote mice kept on C57BL/6 mice to a level comparable to that observed in SHIVA mouse serum. Therefore, a Sox17 haploinsufficiency partially reacapitulates the SHIVA phenotype.

**Figure 3:**
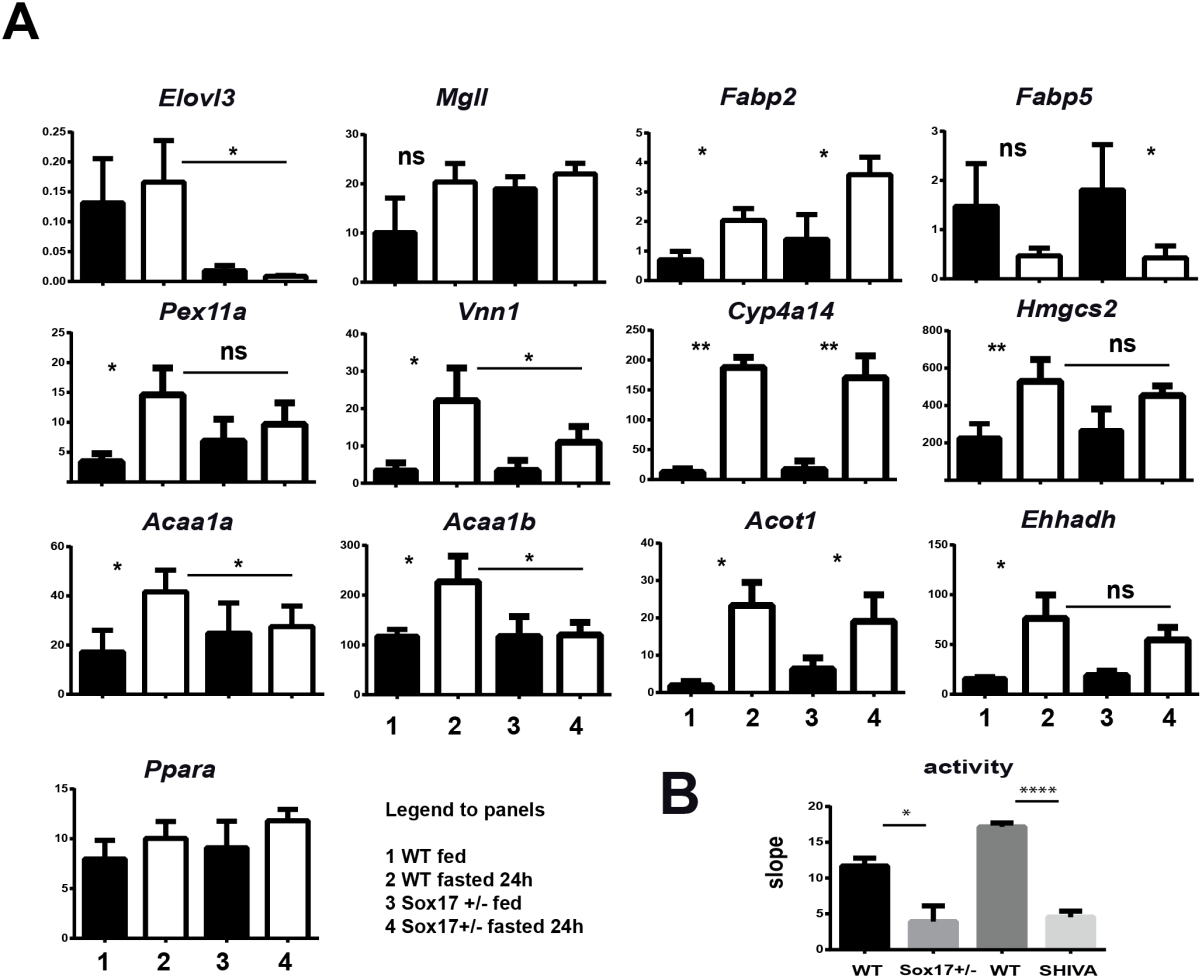
Transcriptional and functional defects in Sox17+/− mice. (A) Quantification by qRT-PCR of various transcripts in livers from fed (black symbols) or 24 hours fasted (open symbols), WT versus Sox17+/− mice (n = 3 to 4 mice per condition). (B) Quantification of sVnn1 and pantetheinase activity in the serum of control (WT), Sox17+/− or SHIVA mice (n = 3–4 per condition) all backcrossed on C57BL/6 mouse background (B6).

### Metabolic abnormalities in SHIVA mouse

Metabolic adaptation to fasting involves mobilization and degradation of fatty acids, a process regulated by PPARα in liver. PPARα-deficient mice develop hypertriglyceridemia and fasting-induced steatosis [1]. We performed metabolic measurements on fed versus fasted WT or SHIVA mice. In fed conditions, unlike PPARα-deficient mice, SHIVA mice had lower levels of triglycerides in the liver-derived VLDL (very low density lipoproteins) fraction (Figure 4A). After fasting triglyceride levels were comparable in WT and SHIVA mice. Furthermore, SHIVA mice showed lower HDL (high density lipoproteins) cholesterol levels (Figure 4B). A quantification of triglycerides in fed or fasted livers documented the presence of a lower level of triglycerides in fed SHIVA liver (Figure 4C). Fasting provoked a massive increase of TG induced by liver to a level and kinetics comparable between WT and SHIVA mice. The ability to cope with fasting-induced steatosis is controlled by the induction of lipid oxidation through PPARα activation. We thus evaluated the ability of SHIVA mice to control fasting-induced lipid overload in liver. We first analyzed the metabolic adaptation to a short versus prolonged fasting. WT and SHIVA mice mobilized free fatty acids and became severely hypoglycemic (Figure 4D). Importantly, control mice compensated the energetic demand by producing beta-hydroxybutyrate but this process was significantly reduced in SHIVA mice. Therefore SHIVA mice show a specific impairment in PPARα-dependent induction of fatty acid catabolism and/or ketogenesis. Given the preferential impact of Sox17 mutation on the expression of genes linked with peroxisomal proliferation such as Pex11a [20], [21] or enzymatic functions, we quantified the total amount of peroxisomes using a western blot analysis to probe PMP70, a structural membrane peroxisomal protein [22]. As shown in Figure S6 in File S1, we observed a two-fold reduction in liver peroxisomes in SHIVA mice compared to WT mice. We also quantified catalase activity as a global marker of peroxisomal function and Acox1 activity a rate limiting enzyme in peroxisomal beta-oxidation. In both cases fasting induced a reduction in activity as observed in rat [23]. However, no significant difference was observed between WT and SHIVA mice. Similar conclusions were obtained with acyl-CoA thioesterase activity using various acyl donors preferentially handled by Acot3 and 4 enzymes whose expression is partially impaired in SHIVA mice [24]. Therefore at the subcellular level, enzymatic activities between WT and SHIVA mice are comparable and defects might lie elsewhere.

**Figure 4:**
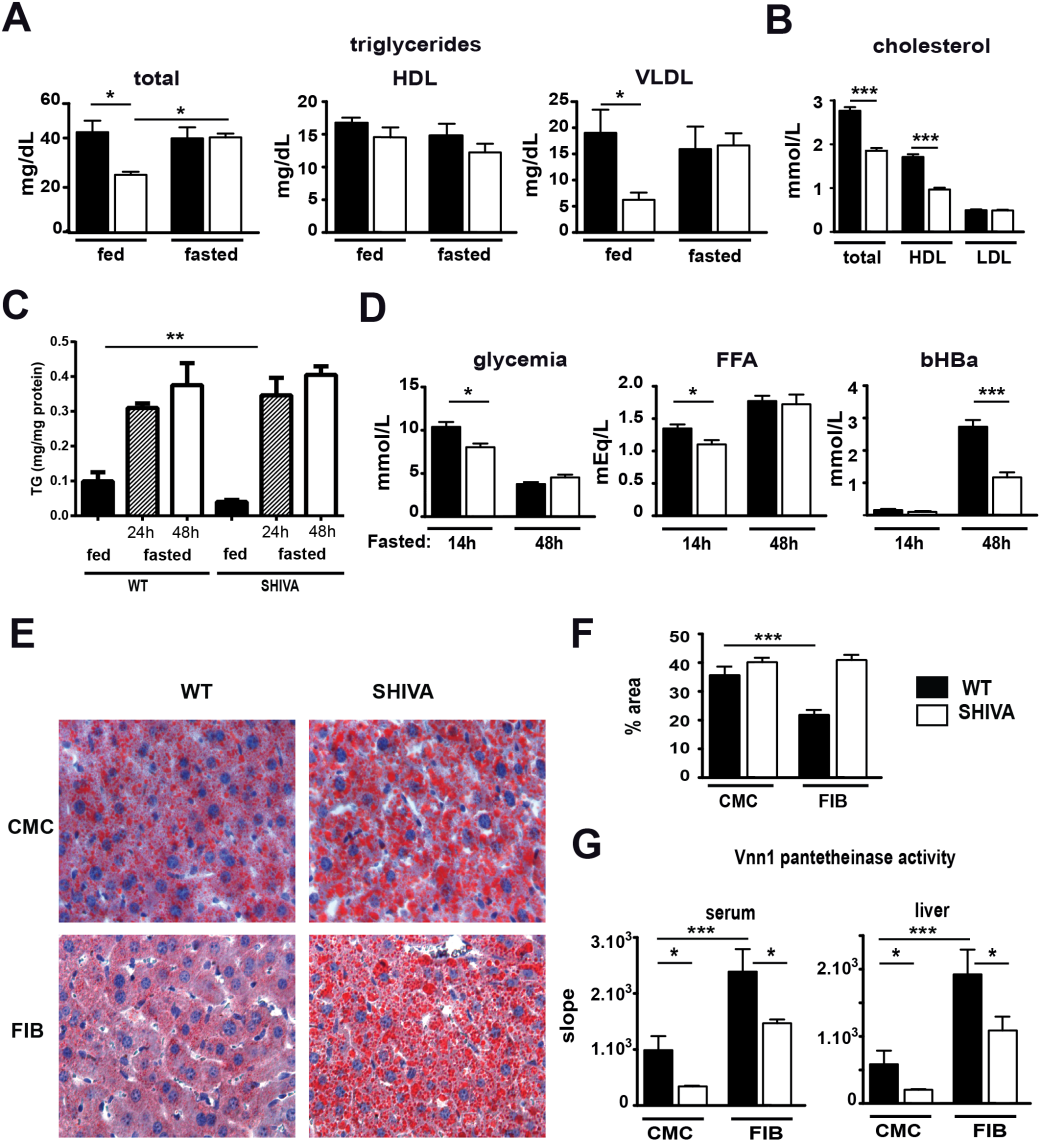
Impaired metabolic adaptation to fasting in SHIVA mouse. (A) Quantification of triglycerides in various lipoprotein fractions from fed or 16 hours fasted WT (filled bars) or SHIVA (clear bars) mice (n = 4 to 5 mice per condition). (B) Quantification of cholesterol in lipoprotein fractions (n = 5 to 8 mice per condition). (C) Quantification of triglycerides in liver from fed or 24/48 hours fasted mice (n = 4 mice per condition, representative experiment from 2 independent ones). (D) Glycemia, free fatty acids (FFA) and ketone bodies (beta hydroxyl butyric acid, bHBA) were measured after 14 h or 48 hours fasting. (E) Analysis of liver steatosis on oil red O stained OCT-frozen liver sections from carboxymethylcellulose (CMC) or fenofibrate (FIB)-treated-mice and (F) quantification using the ImageJ software by measuring the surface of the stained areas among 10 randomly-chosen fields per liver (3 mice per condition). Statistical analysis was performed using a two-way ANOVA test. (G) Pantetheinase activity (pAMC substrate) in serum or liver extracts from CMC (n = 3) versus FIB (n = 4) treated, WT or SHIVA mice.

Strong PPARα agonists reverse the transcriptional profile of fasted SHIVA mice. We quantified steatosis on liver sections stained with oil red O (Figure 4E, F) from WT and SHIVA mice treated with fenofibrate and fasted for 48 h. Fasted livers were enriched in lipid droplets in CMC-treated WT and SHIVA mice. Upon fenofibrate administration, the level of liver steatosis was lowered in control but not SHIVA mice. Similarly, using Vnn1 levels as an indicator of the efficiency of the ligand-induced PPARα response in liver and serum, we show that serum and Vnn1 pantetheinase activity was upregulated in WT and SHIVA mice but incompletely restored by fibrate administration in SHIVA mice (Figure 4G). Therefore, SHIVA mice combine evidence of impaired lipid metabolism under fed conditions and reduced adaptation to fasting which is partially rescued by using fenofibrate administration.

## Discussion

In this report, we identify Sox17 as a new regulator of lipid metabolism and adaptation to fasting in liver. Using sVnn1 as a reporter of liver PPARα activity [11], we isolated the SHIVA mutant mouse in which serum and hepatic pantetheinase activities are reduced. The SHIVA mouse harbors a mutation in the *Sox17* gene mapping to the HMG domain. This Met to Arg amino acid change is close to another Met which interacts with the DNA groove [17]. The mutant Sox17 molecule lost part of its ability to regulate target genes. Indeed, Sox17−/− mice are not viable due to a profound defect in definitive endoderm formation [25], whereas most heterozygous Sox17+/− C57BL/6 mice die before birth [26]. The few survivors display a low seric pantetheinase activity comparable to that found in SHIVA or PPARα deficient mice. In contrast, most heterozygous SHIVA mice survive and have a normal life expectancy. Although Sox17 participates to the development of pancreatobiliary progenitor [27] and endothelial [28] cells, SHIVA mice, albeit smaller in size at birth, show no major developmental defect at the adult stage with the exception of female hypofertility due to a partial atrophy of ovaries. Whether the Sox17 mutation impairs early developmental programs remains to be investigated.

The SHIVA mouse displays a metabolic and transcriptional phenotype involving lipid homeostasis and adaptation to fasting. More specifically, a defect in the induction of transcripts regulated by PPARα activation including *Vnn1* is documented. The metabolic phenotype of SHIVA mice combines a hypotriglyceridemia mostly in the VLDL fraction and in the liver and a reduced cholesterol in the HDL fraction. In contrast, upon fasting, SHIVA like PPARα-deficient mice are more hypoglycemic than control mice and significantly impaired in the production of ketone bodies. These latter abnormalities suggest an alteration of PPARα-induced transcriptional program. This is reflected by the GSEA analysis which outlines similarities between fasted PPARα-deficient and SHIVA mice at the transcriptional level. Interestingly, the level of the PPARα transcript is moderately reduced in fed SHIVA mice. However, since only a fraction of PPARα target genes show diminished induction upon fasting, it is unlikely that the reduction in PPARα transcription can by itself explain the complex phenotype observed in SHIVA mice. Furthermore, prolonged fasting or administration of strong PPARα agonists partially rescues the SHIVA fasting phenotype, arguing in favor of reduced level of PPARα activation state, preferentially detectable on a restricted set of target genes. The phenotype combining a hypotriglyceridemia and reduced HDL-cholesterol levels is reminiscent of that observed in a model of liver-specific fatty-acid synthase (FAS) deficiency [29]. This report suggests that products of the FAS reaction regulate glucose, lipid and cholesterol metabolism by serving as endogenous activators of distinct physiological pools of PPARα in adult liver. There are only few genes whose transcriptional level is strongly reduced in fed SHIVA mice. Among them, the *Elovl3* gene is virtually not expressed in SHIVA and Sox17+/− mice. This elongase participates to the synthesis of long fatty acids incorporated in liver triglycerides. Consequently, elovl3-deficient mice show a significant reduction in VLDL-triglyceride levels [30], [31]. Although the signature is less drastic, other dysregulated genes in the fed state include the monoglyceride lipase (*Mgll*) involved in the production of free fatty acids which can be used for energy production or synthetic reactions [32] and the malic enzyme 1 (*Me1*) which contributes to NADPH production required for fatty acid synthesis [33]. Detailed metabolomic studies will be required to investigate whether hepatic synthesis of VLCFA which would provide strong PPARα agonists and fuel to peroxisomal beta oxidation is impacted in SHIVA mice. In addition, SHIVA mice show reduced HDL-cholesterol levels which cannot be explained by an increase in cholesterol excretion (unpublished results, coll A. Groen) or by an altered expression of genes involved in cholesterol metabolism. Interestingly, a peroxisome deficiency limits the initial steps of cholesterol biosynthesis [34]. Although quantification of the peroxisomal *Pex1* and *Pex11a* transcripts and pmp70 protein could reflect a reduction in the global amount of peroxisomes, we did not detect any difference in catalase or acox1 activities, therefore excluding a major peroxisomal functional deficiency in SHIVA mice. This probably justifies that steatosis developing in fasted SHIVA mice is comparable to that of WT mice.

The mechanism involving Sox17 in this regulation is still unclear. Sox transcription factors can bind specific DNA sequences but their mode of action depends on requisite partners for target specificity [35]. Through their ability to bind the minor groove of DNA, they can induce conformational changes that bring distant proteins on gene promoters closer together allowing their interaction. The level of PPARα activation is regulated at the level of the availability of ligands but also at the transcriptional level through competition/synergy with other transcription factors and post transcriptional modifications [36]. A first possibility would be that Sox17 physically cooperates with PPARα in the induction of a subset of genes such as Vnn1. Although we could demonstrate a physical interaction by GST-pulldown in vitro (data not shown), we were not able to document this interaction in cells or liver and neither to show that cotransfection of PPARα and Sox17 could modulate the transcription of Vnn1 or elovl3 genes in model cell lines. CHIP sequencing and proteomic experiments will be required to clarify this issue and may help understanding why the most affected transcripts are enriched in peroxisomal and ketogenic transcripts. Nevertheless this signature although metabolically patent, does not translate in a detectable functional deficiency when individual enzymatic activities such as catalase, Acot or Acox1 are tested. One cannot exclude that a more global reduction in several genes collectively involved in the same function, as suggested by the GSEA analysis might result in a partial functional deficiency. This hypothesis is also supported by the fact that this transcriptional signature is easily reversed by exogenous PPARα agonists. Therefore an alternative hypothesis could be that endogenously produced PPARα ligands might be lacking as in the FAS deficiency model. In this view, one would predict that rather than regulating PPARα target genes, Sox17 might target other genes such as *Elovl3* which might be involved in the production of these endogenous ligands.

In conclusion, Sox17 is identified as a new regulator of lipid metabolism and liver adaptation to fasting, maybe through a functional cooperation with PPARα.

## Supporting Information

File S1 **Figure S1)** (A) Quantification of Vnn3 transcripts by qRT-PCR in liver and spleen of WT and SHIVA mice. (B) Pantetheinase activity (pAMC substrate) in serum from control mice reconstituted with bone marrow from WT or SHIVA mice. **Figure S2)** Mapping of the Sox17 mutation in (B6xC3H/HeN)F1 backcrosses as described in supporting information. **Figure S3)** Sox17 expression in liver and cells. (A) Immunohistochemistry analysis of Sox17 expression (FITC) on frozen liver sections (DAPI in white). (B) Immunostaining of Sox17 (red) in COS7 cells (DAPI in blue) following transfection with control or SHIVA Sox17 plasmids (x63). **Figure S4)** (A) qRT-PCR analysis on two independent cohorts of fed versus fasted control and SHIVA mice: Representative additional qRT-PCR experiments were performed on other transcripts to confirm the microarray analysis and extend the results shown in Figure 2B. Mice were fasted 24 h. Results are organized in broad categories based on their involvement in global functions (Abcd2 and 3 are peroxisomal proteins, some results are not shown to simplify the figure). (B) qRT-PCR on liver samples from 6 days fibrate-treated WT or SHIVA mice. **Figure S5)** A peroxisomal signature reduced in fasted SHIVA mice. **Figure S6)** Analysis of liver extracts from fed or fasted WT and SHIVA mice. (A) Quantification of the PMP70 protein by western blot on liver extracts (B) Quantification of catalase and Acox1 activities; (C) Quantification of acot activities using various acyl-CoA FA. **Table S1)** Oligonucleotides used for qRT-PCR in this study. **Table S2)** Leading edge of gene list from the GSEA comparing fasted SHIVA versus PPARα-deficient mice. **Table S3)** Leading edge of gene list from the GSEA comparing fasted SHIVA versus KEGG peroxisome geneset.
(DOC) Click here for additional data file.

# Supplementary material for: Sox17 Regulates Liver Lipid Metabolism and Adaptation to Fasting
**Source:** PLoS One. 2014 Aug 20;9(8):e104925. doi: 10.1371/journal.pone.0104925
**Supplement:** File S1 — Figure S1) (A) Quantification of Vnn3 transcripts by qRT-PCR in liver and spleen of WT and SHIVA mice. (B) Pantetheinase activity (pAMC substrate) in serum from control mice reconstituted with bone marrow from WT or SHIVA mice. Figure S2) Mapping of the Sox17 mutation in (B6xC3H/HeN)F1 backcrosses as described in supporting information. Figure S3) Sox17 expression in liver and cells. (A) Immunohistochemistry analysis of Sox17 expression (FITC) on frozen liver sections (DAPI in white). (B) Immunostaining of Sox17 (red) in COS7 cells (DAPI in blue) following transfection with control or SHIVA Sox17 plasmids (x63). Figure S4) (A) qRT-PCR analysis on two independent cohorts of fed versus fasted control and SHIVA mice: Representative additional qRT-PCR experiments were performed on other transcripts to confirm the microarray analysis and extend the results shown in Figure 2B. Mice were fasted 24 h. Results are organized in broad categories based on their involvement in global functions (Abcd2 and 3 are peroxisomal proteins, some results are not shown to simplify the figure). (B) qRT-PCR on liver samples from 6 days fibrate-treated WT or SHIVA mice. Figure S5) A peroxisomal signature reduced in fasted SHIVA mice. Figure S6) Analysis of liver extracts from fed or fasted WT and SHIVA mice. (A) Quantification of the PMP70 protein by western blot on liver extracts (B) Quantification of catalase and Acox1 activities; (C) Quantification of acot activities using various acyl-CoA FA. Table S1) Oligonucleotides used for qRT-PCR in this study. Table S2) Leading edge of gene list from the GSEA comparing fasted SHIVA versus PPARα-deficient mice. Table S3) Leading edge of gene list from the GSEA comparing fasted SHIVA versus KEGG peroxisome geneset.

Supplemental information

ENU mutagenesis

ENU mutagenesis and genetic mapping of the mutation was performed according to the procedure described in the literature . After ENU mutagenesis of male breeders, we screened pantetheinase activity in the serum of mice born from the first generation (G1) between mutagenized male mice and C57Bl/6 female mice. G1 male mice carrying the phenotype were backcrossed on female C57Bl/6 and this procedure was repeated for more than 12 backcrosses with a stable transmission of the phenotype. Once the mutation was mapped to *sox17*, we designed a PCR assay on genomic DNA for more precise genotyping and confirmed that all viable mutant mice were heterozygous. Female SHIVA mice were sterile thus preventing the production of homozygous SHIVA mice. Therefore we maintained the colony by systematic backcrossing SHIVA male mice on wild type C57Bl/6 female mice. The seric pantetheinase low phenotype was stably transmitted to around 25% offsprings throughout more than 12 backcrosses. This incomplete transmission suggested either that the dominant mutation had partial penetrance or that some heterozygous SHIVA mice died before birth. This latter hypothesis is supported by the fact that the size of the F1 (mMUTxfB6) progenies was twice smaller on average than that of control C57Bl/6 breeding pairs and that newborn had a 15% reduction in weight which was partially compensated after 3 weeks (not shown). Therefore this mutation might affect fertility and/or fetal development. To map the mutation, C57Bl/6 SHIVA male mice were backcrossed on C3H/HeN mice and DNA from probands tested using a combination of SNPs scanning the entire mouse genome (Figure S2).

Targeted resequencing of chromosome 1 telomere and genetic variant identification

*To identify all genetic variations of the SHIVA mouse, a targeted resequencing of the telomeric region of mouse chromosome 1 was performed as described , adapted for a SOLiD 4 sequencer. Briefly, short fragment (~150 nt) paired-end libraries were prepared using focused acoustic fragm entation (Covaris S2) and according to the preparation guide from Life Technologies's (cms_081748.pdf). Two custom-designed Agilent SurePrint G3 Mouse DNA Capture 1x1M Arrays were used to cover the targeted 24 Mb telomeric region on chromosome 1 (mm9, chr1:1-24071946) and perform the library enrichment according to manufacturer's protocol #G4458-90000. Templated beads were prepared using the SOLiD EZ Bead System (EZ Bead E80) and sequenced according to standard Applied Biosystems Life Technologies protocols. The sequence reads were analyzed with the BioScope software suite (cms_4448431.pdf). SNPs and Small InDels were identified using the Genome Variant Analyzer pipeline developed at TGML Sequencing Platform (GeVarA, manuscript in preparation).*

Plasmid generation

The Sox17 plasmid containing the Met72 to Arg modification was generated using the Quickchange site-directed mutagenesis kit (Agilent) by introducing a T to G point mutation using the following primer ATCCGGCGGCCGAGGAACGCCTTTATGGT. The control or SHIVA mCherry-P2A-Flag-Sox17 constructs were generated by PCR amplification and cloned in the pLV-tetO plasmid obtained from Addgene.

Histological analysis and immunofluorescence, western blot analysis

For Sox17 immunostaining, liver sections were fixed in formalin for 10 minutes, saturated and permeabilized in 0.3% triton X100, BSA 2%, donkey serum 5%. Anti Sox17 antiserum was incubated for 1hr at RT and revealed using an Alexa 488 donkey anti rabbit Ig serum (Invitrogen). Immunofluorescence (IF) analysis was performed on COS cells transfected with Sox17. Cells were fixed 10 min in formaline and permeabilized 1 min with methanol at -20°C. After washes, cells were saturated 3 h in PBS-1%BSA-10% normal donkey serum. Sox17 (R & D) primary antibodies were incubated with cells in a humidity chamber overnight at 4°C and revealed with an Alexa546 donkey anti-goat sera (Life Technologies). The anti Sox17 rabbit anti serum was provided by Y Kanai. The rabbit anti PMP70 antibody was purchased from Abcam.

Transcriptome analysis

The gene expression dataset corresponding to fasted control versus SHIVA livers have been deposited on the GEO database. We generated GeneSets using public expression data downloaded from the Gene Expression Omnibus database. This gene expression dataset (GSE8290) comparing livers from WT vs PPARα deficient mice fed or fasted for 24h, was normalized by RMA and genes UP or DOWN regulated at least 2 folds in PPAR-deficient versus WT mice were added as GeneSets to the original collection 2 of the Molecular Signatures Database v3.0 (MSigDB) . Pathway scores were calculated using a method combining expression data and annotated pathway enrichment analyses as described . We used the Gene Set Enrichment Analysis (GSEA) method from the Massachusetts Institute of Technology to statistically test whether specific GeneSets were selectively enriched in the Sox17 SHIVA mouse versus control condition. The statistical significance of the analysis was evaluated by calculation of the false discovery rate (q value) based on 1,000 random permutations between all the GeneSets.

Enzymatic assays

ACOX1 activity was assayed by fluorimetric based assay adapted for plate reader (Infinite 200 Pro, Tecan). A reaction mixture (190 μl) contained 50 mM Tris buffer at pH 8, 0.75 mM homovanillic acid, 20 μg.ml-1 horseradish peroxidase, 0.02% Triton X-100 and 75 µM palmitoyl-CoA substrate. All reactions were started by the addition of 10 μl of crude extract.

Catalase activity was assayed by spectrophotometric assay adapted for plate reader (Infinite 200 Pro, Tecan). All reactions were started by the injection of a 25°C warmed reaction mixture (190 µl) contained 50 mM Tris buffer at pH 7.4 and 20 mM hydrogen peroxide in a plate well containing 10 µl of an appropriate dilution of the crude extract. The kinetic of hydrogen peroxide consumption is followed at 240 nm for 1 minute.

Peroxisomes were purified from mouse liver homogeneates using Peroxisome Isolation Kit (Sigma-Aldrich) according to manufacturer’s instructions. Purified peroxisomes were resuspended in Acot buffer (200mM potassium Chloride, 10 mM Hepes, pH 7.4) and immediately analyzed for Acot activity. Acot Activity was measured spectrophotometrically at 412 nm with 5,5-dithiobis(2-nitrobenzoic acid) (DTNB) as previously described . Briefly, a mixture of 50 M Acyl-CoA (Sigma-Aldrich) supplemented with BSA to a molar ratio of BSA/Acyl-CoA of 1:4.5 was incubated with peroxisomal fraction in Acot buffer containing 0.05 mM DTNB. Activity was calculated using an *E*412= 13,600 m-1.cm-1.

Legends to supplemental figures

Figure S1: (A) Quantification of Vnn3 transcripts by qRT-PCR in liver and spleen of WT and SHIVA mice. (B) Pantetheinase activity (pAMC substrate) in serum from control mice reconstituted with bone marrow from WT or SHIVA mice.

Figure S2: Mapping of the Sox17 mutation in (B6xC3H/HeN)F1 backcrosses as described in Supplemental information.

Figure S3: Sox17 expression in liver and cells. (A) Immunohistochemistry analysis of Sox17 expression (FITC) on frozen liver sections (DAPI in white). (B) Immunostaining of Sox17 (red) in COS7 cells (DAPI in blue) following transfection with control or SHIVA Sox17 plasmids (x63).

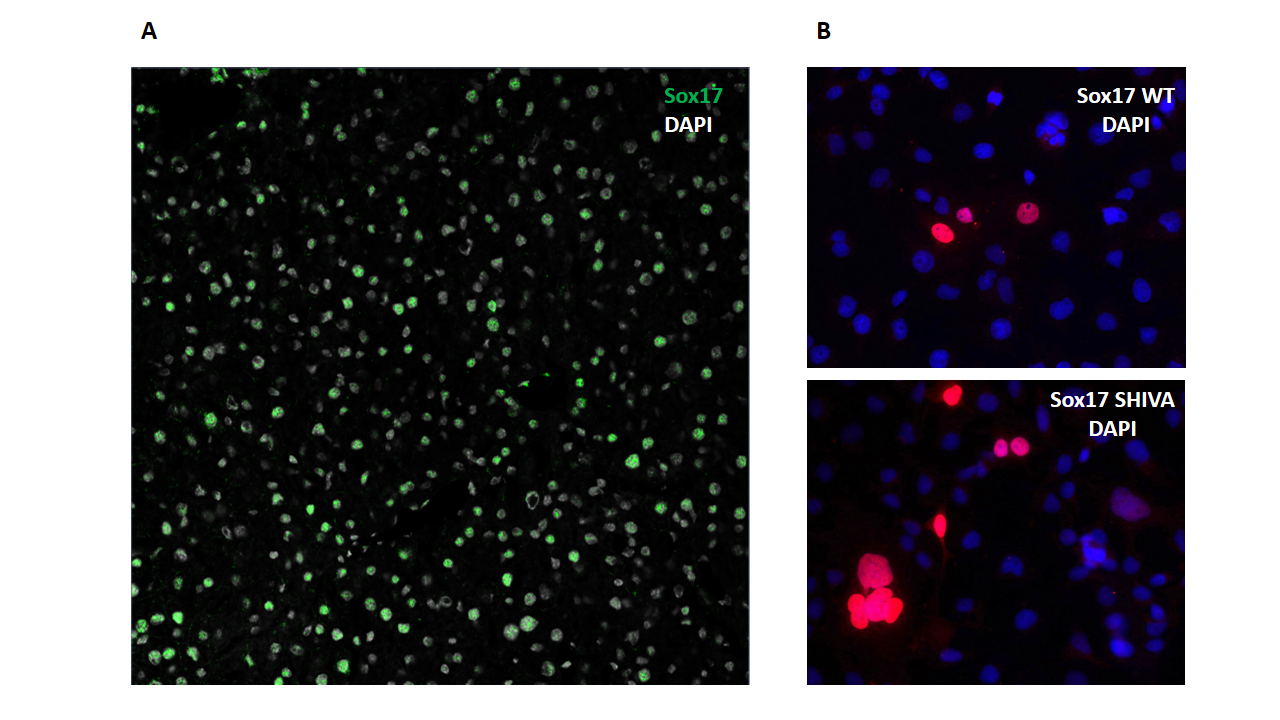

Figure S4: (A) qRT-PCR analysis on two independent cohorts of fed versus fasted control and SHIVA mice: Representative additional qRT-PCR experiments were performed on other transcripts to confirm the microarray analysis and extend the results shown in Figure 2B. Mice were fasted 24h. Results are organized in broad categories based on their involvement in global functions (Abcd2 and 3 are peroxisomal proteins, some results are not shown to simplify the figure). (B) qRT-PCR on liver samples from 6 days fibrate-treated WT or SHIVA mice.

**A**

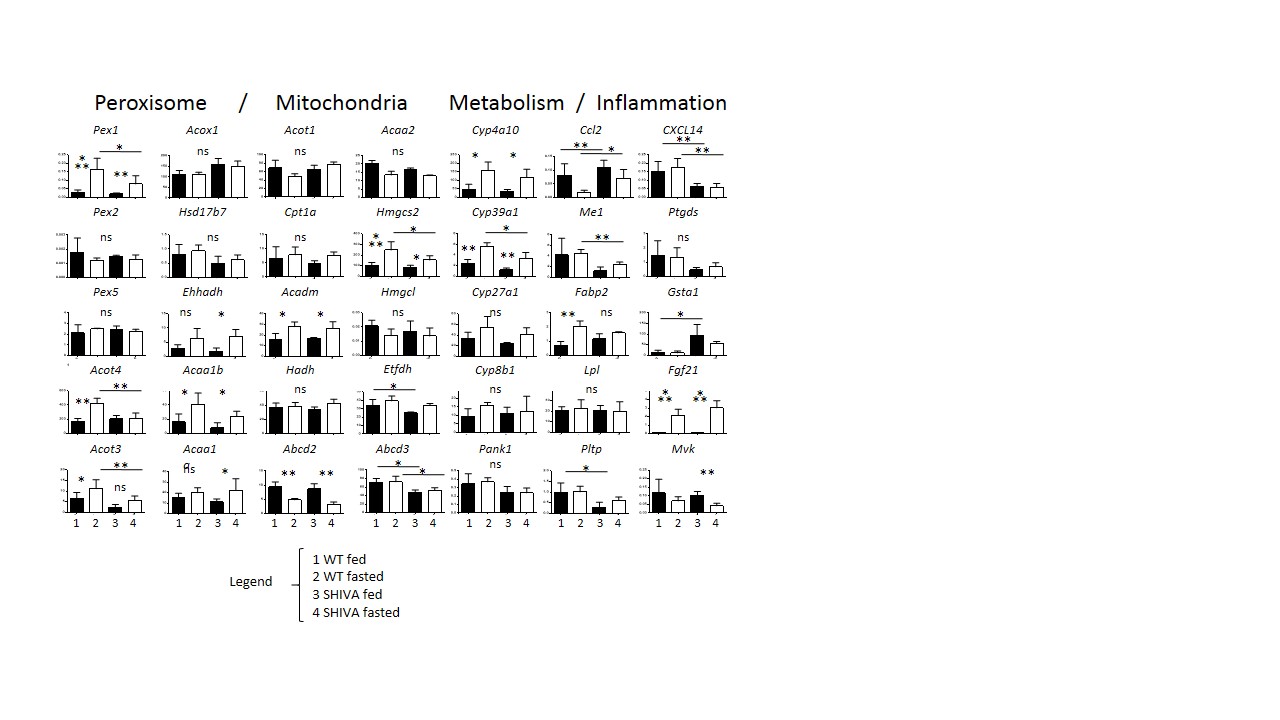

**B**

Figure S5: A peroxisomal signature reduced in fasted SHIVA mice.

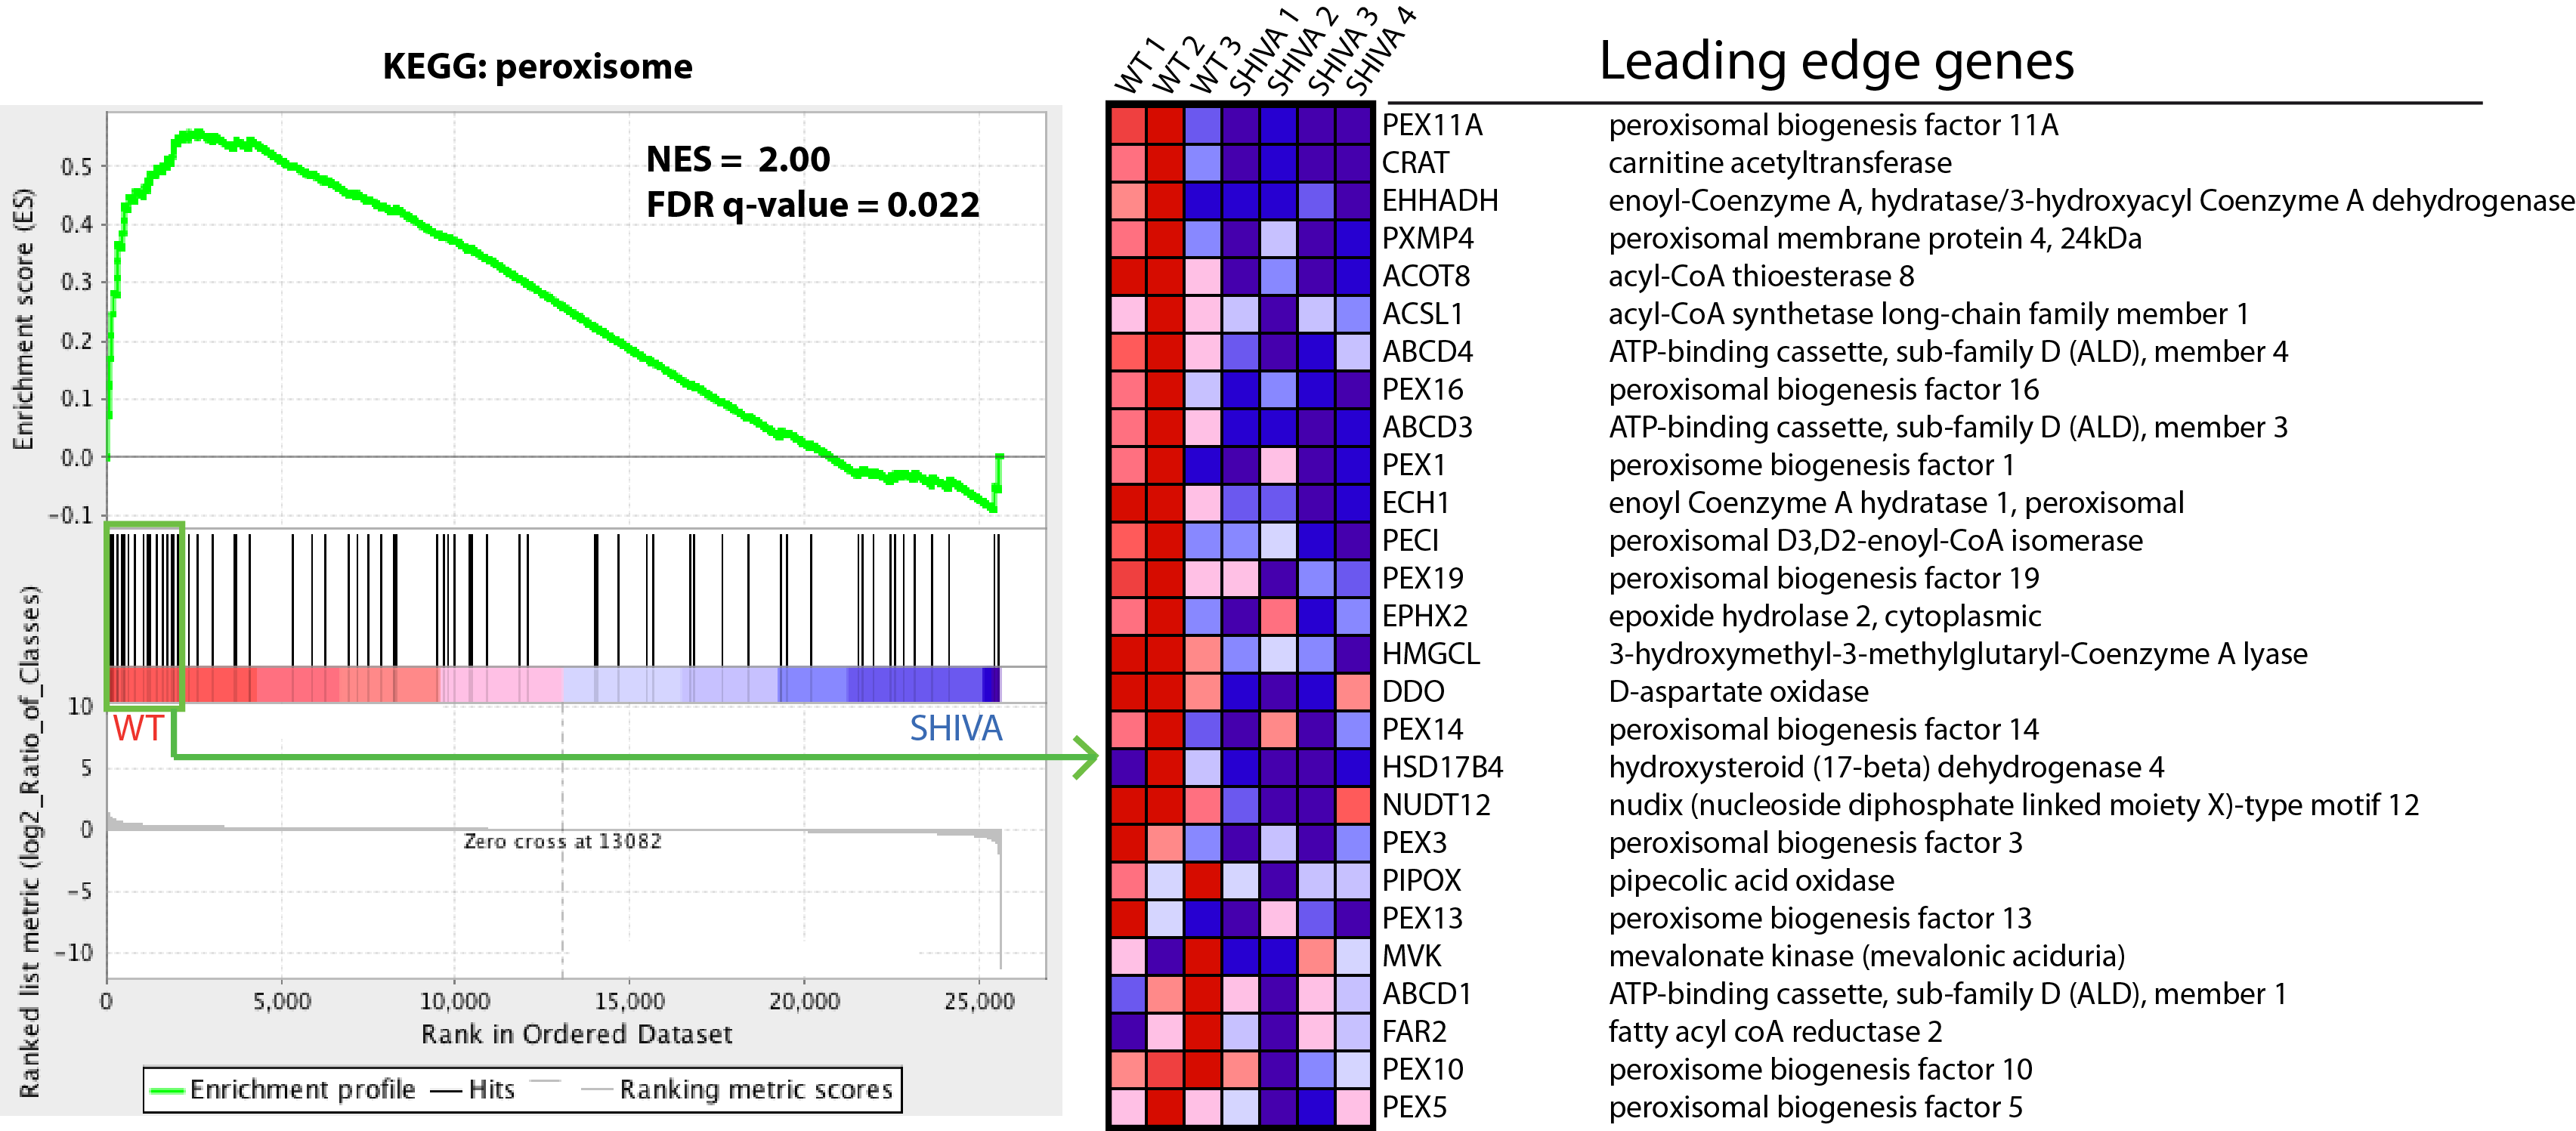

Pairwise comparison between 24h-fasted- WT vs SHIVA mice was performed using GSEA and the geneset collection 2 of the Molecular Signatures Database (MSigDB) from the Broad Institute. The geneset for the peroxisomal signature coming from the KEGG database (75 genes) was significantly (FDR q-values = 0.022) reduced in SHIVA versus WT livers, as indicated by the skewing of the geneset (i.e the bar code, where each vertical black line represents a gene of the geneset) towards the WT population (left panel), meaning that for a high proportion of the genes from this geneset, the expression level is higher in WT than in SHIVA mice. The relative expression levels of the 28 leading edge genes (genes that contribute the most to the observed enrichment) (green box) are displayed as a heatmap, from low (blue) to high (red) expression in WT vs SHIVA mice (right panel).

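Of the genes labelled in the heat map of Figure S5, 27 have probes on the arrays. Far2, above background on 1 array only, was not tested. Of the other 26, 25 were lower in fasted SHIVA livers. Their median log2 fold change was -0.46, and the values ranged from -1.64 (Pex11a) to 0.02 (Mvk). WT and SHIVA livers did not overlap for 11 of the 26 genes, and 0 passed the threshold of limma over all genes. The study picked these genes for their contribution to its score on the same arrays. Their common direction and separation are therefore not independent evidence.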

Figure S6: Analysis of liver extracts from fed or fasted WT and SHIVA mice. (A) Quantification of the PMP70 protein by western blot on liver extracts (B) Quantification of catalase and Acox1 activities; (C) Quantification of acot activities using various acyl-CoA FA.

Supplemental tables

Table S1: Oligonucleotides used for qRT-PCR in this study

|  | Forward | Reverse |
| --- | --- | --- |
| hprt | GCTTTCCCTGGTTAAGCAGTA | CAAACTTGTCTGGAATTTCAA |
| Sox17 | CGAGCCAAAGCGGAGTCTC | TGCCAAGGTCAACGCCTTC |
| Vnn1 | TGTGCGTTTCACCAGGGAT | ACTTGAGGGTCTGGGATCTCC |
| Vnn3 | TGTATGGAGTCCATCAAAGGCA | ACAAGATGTCTGAAAGCCGAATG |
| Pex11a | GACGCCTTCATCCGAGTCG | CGGCCTCTTTGTCAGCTTTAGA |
| Fgb | ACGATGAACCGACGGATAGC | CCGTAGGACACAACACTCCC |
| Acot3 | GGAATTGGAAGTGGCCTTCTG | TCCATGTCCTTAGGGAGGTCC |
| Acot4 | AGCAGTGCGGTACATGCTTC | AGAGCCATTGATGGAAACTGTG |
| Acaa1b | caggacgtgaagctaaagcct | ctccgaagttatccccatagg |
| ehhadh | atggctgagtatctgaggctg | accgtatggtccaaactagctt |
| Elovl3 | ggacctgatgcaaccctatga | tccgcgttctcatgtaggtct |
| Fgf21 | CTGGGGGTCTACCAAGCATA | CACCCAGGATTTGAATGACC |
| Cyp4a10 | GTACATCTGTCACCTTCCCTGATGGACGCT | CAAACCTGGAAGGGTCAAACACCTCTGGAT |
| Cyp4a14 | CAAGACCCTCCAGCATTTCC | GAGCTCCTTGTCCTTCAGATGGT |
| Cyp39a1 | CAGTGTCCTGGAAGGTGGTT | GCTTTGGTAATGGGTCCAGA |
| p21 | GGACAGCAGAGGAAGACCAT | GAGTGGTAGAAATCTGTCATGCT |
| Fabp5 | CATCACGGTCAAAACCGAGAG | ACTCCACGATCATCTTCCCAT |
| CD74 | AGATGCGGATGGCTACTCC | TCATGTTGCCGTACTTGGTAAC |
| Cxcl14 | TACCCACACTGCGAGGAGAA | CGTTCCAGGCATTGTACCACT |
|  | Forward | Reverse |
| PPARa | CAGCAACAACCCGCCTTTT | GCAGTGGAAGAATCGGACCTC |
| Ptgds | GAAGGCGGCCTCAATCTCAC | CGTACTCGTCATAGTTGGCCT |
| Gsta1 | CCCCTTTCCCTCTGCTGAAG | TGCAGCTTCACTGAATCTTGAAAG |
| Mvk | GGTGTGGTCGGAACTTCCC | CCTTGAGCGGGTTGGAGAC |
| Mgll | CGGACTTCCAAGTTTTTGTCAGA | GCAGCCACTAGGATGGAGATG |
| Hmgcs2 | GAAGAGAGCGATGCAGGAAAC | GTCCACATATTGGGCTGGAAA |
| Abcd2 | ATACACATGCTAAATGCAGCAGC | GCCAATGATGGGATAGAGGGT |
| Pex1 | GACGCCTTCATCCGAGTCG | CGGCCTCTTTGTCAGCTTTAGA |
| Acox1 | TAACTTCCTCACTCGAAGCCA | AGTTCCATGACCCATCTCTGTC |
| Abcd3 | GGCCTGCACGGTAAGAAAAGT | CCGCAATAAGTAACAAGTAGCCT |
| Pex2 | TCCATGCCGCACTAGAGACTT | GAACCTGGTAGTACCGGAGGA |
| Hsd17b7 | TGGCAGAAGACGATGACCTC | GGCAGGATTCCAGCATTCAG |
| Cyp27a1 | AGGGCAAGTACCCAATAAGAG | TCGTTTAAGGCATCCGTGTAG |
| Pex5 | CTGGTGGAGGGCGAATGTG | GTCCTGGGTGAAATGGGTGG |
| Acaa1a | TCTCCAGGACGTGAGGCTAAA | CGCTCAGAAATTGGGCGATG |
| Cyp8b1 | CACGGGGATGTCTTCACGG | TGAGCACCAGTTCTTTTGCAT |
| Me1 | TCTGACTTCGACAGGTATCTC | CGGAATGCCAAACTGTACTGC |
| Acaa2 | CTGCTACGAGGTGTGTTCATC | AGCTCTGCATGACATTGCCC |
| Cpt1a | CTCCGCCTGAGCCATGAAG | CACCAGTGATGATGCCATTCT |

|  | Forward | Reverse |
| --- | --- | --- |
| Fabp2 | AAAGGAGCTGATTGCTGTCCG | CGCTTGGCCTCAACTCCTTC |
| Acadm | AGGGTTTAGTTTTGAGTTGACGG | CCCCGCTTTTGTCATATTCCG |
| Hmgcl | ATGGGGAATCTACCATCTGCT | AGGGAGTCCAGGTAACTGAGA |
| Hadh | TGCATTTGCCGCAGCTTTAC | GTTGGCCCAGATTTCGTTCA |
| Lpl | TTCCAGCCAGGATGCAACA | GGTCCACGTCTCCGAGTCC |
| Pltp | TGCTGAACATCTCCAACGCAT | CACTTTAATCCGACCACTGGAAT |
| Etfdh | GTGCGACTAACCAAGCTGTC | GGATGAACAGTGTAGTGAGTGG |
| Pank1 | ATGGTTGGATCGCTTGCTTGT | TCAGCCGCTGGGGTAAATTC |

Table S2: Leading edge of gene list from the GSEA comparing fasted SHIVA versus PPAR-deficient mice
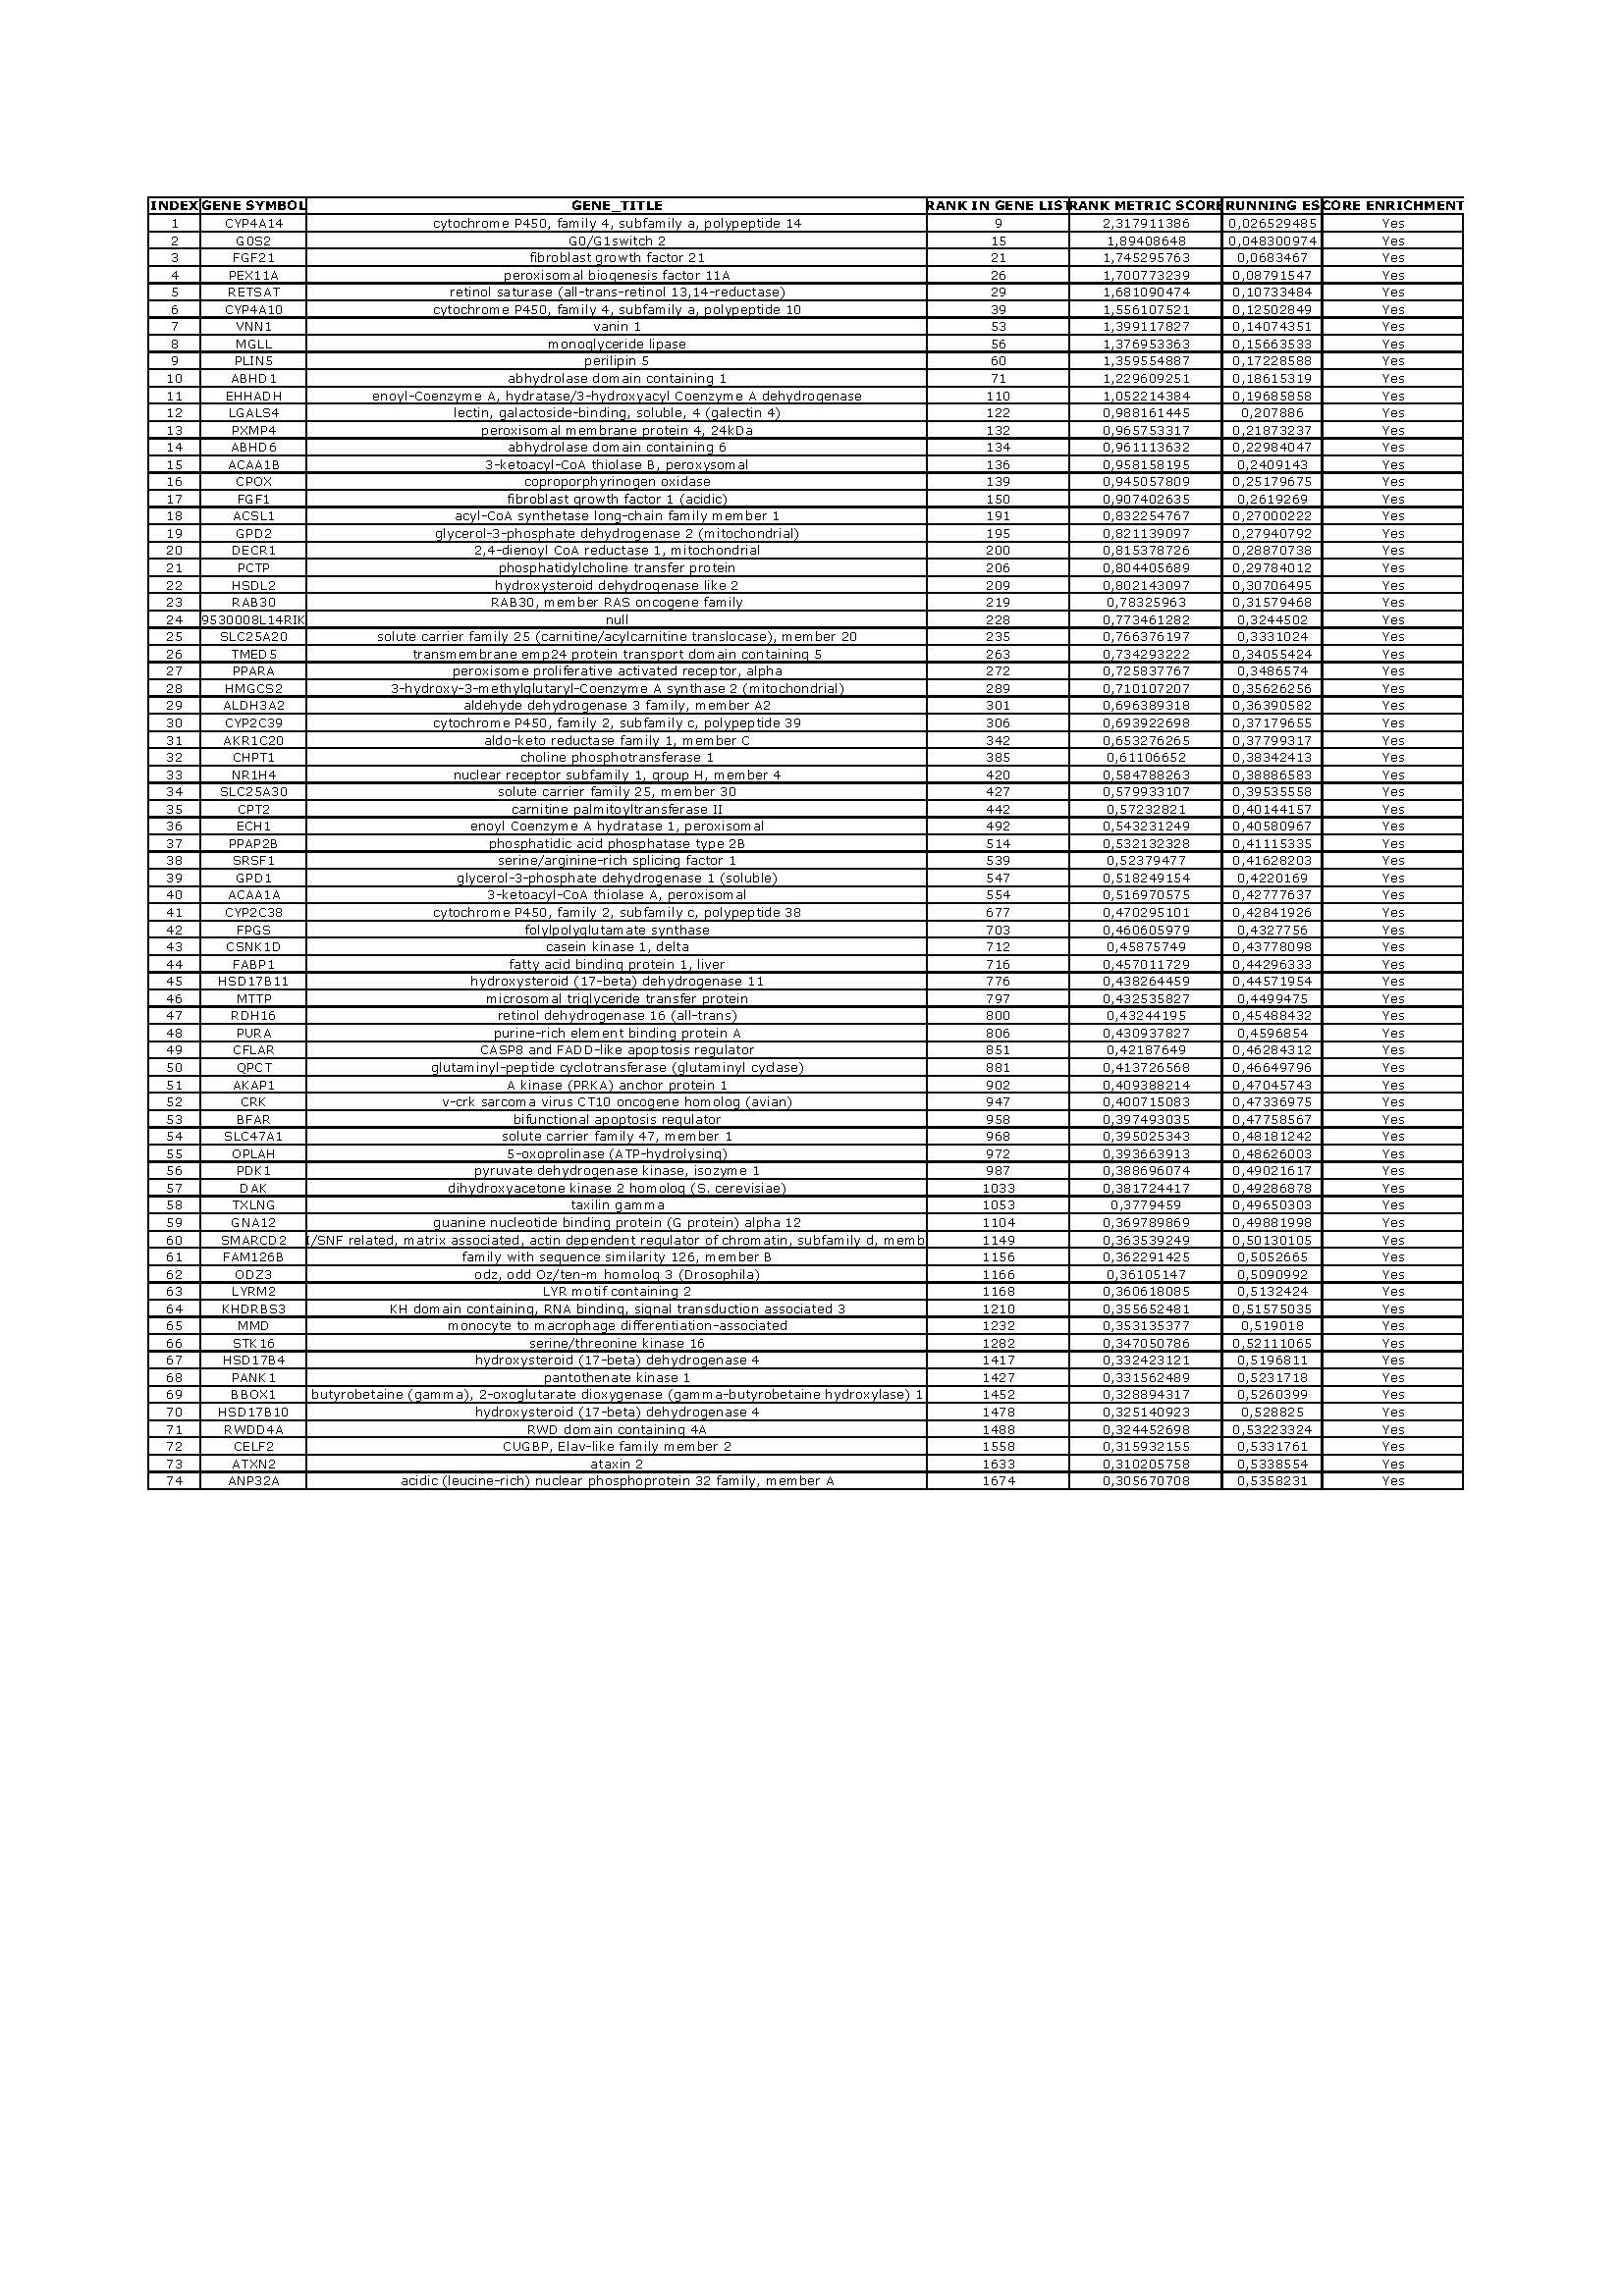

Table S3: Leading edge of gene list from the GSEA comparing fasted SHIVA versus KEGG peroxisome geneset

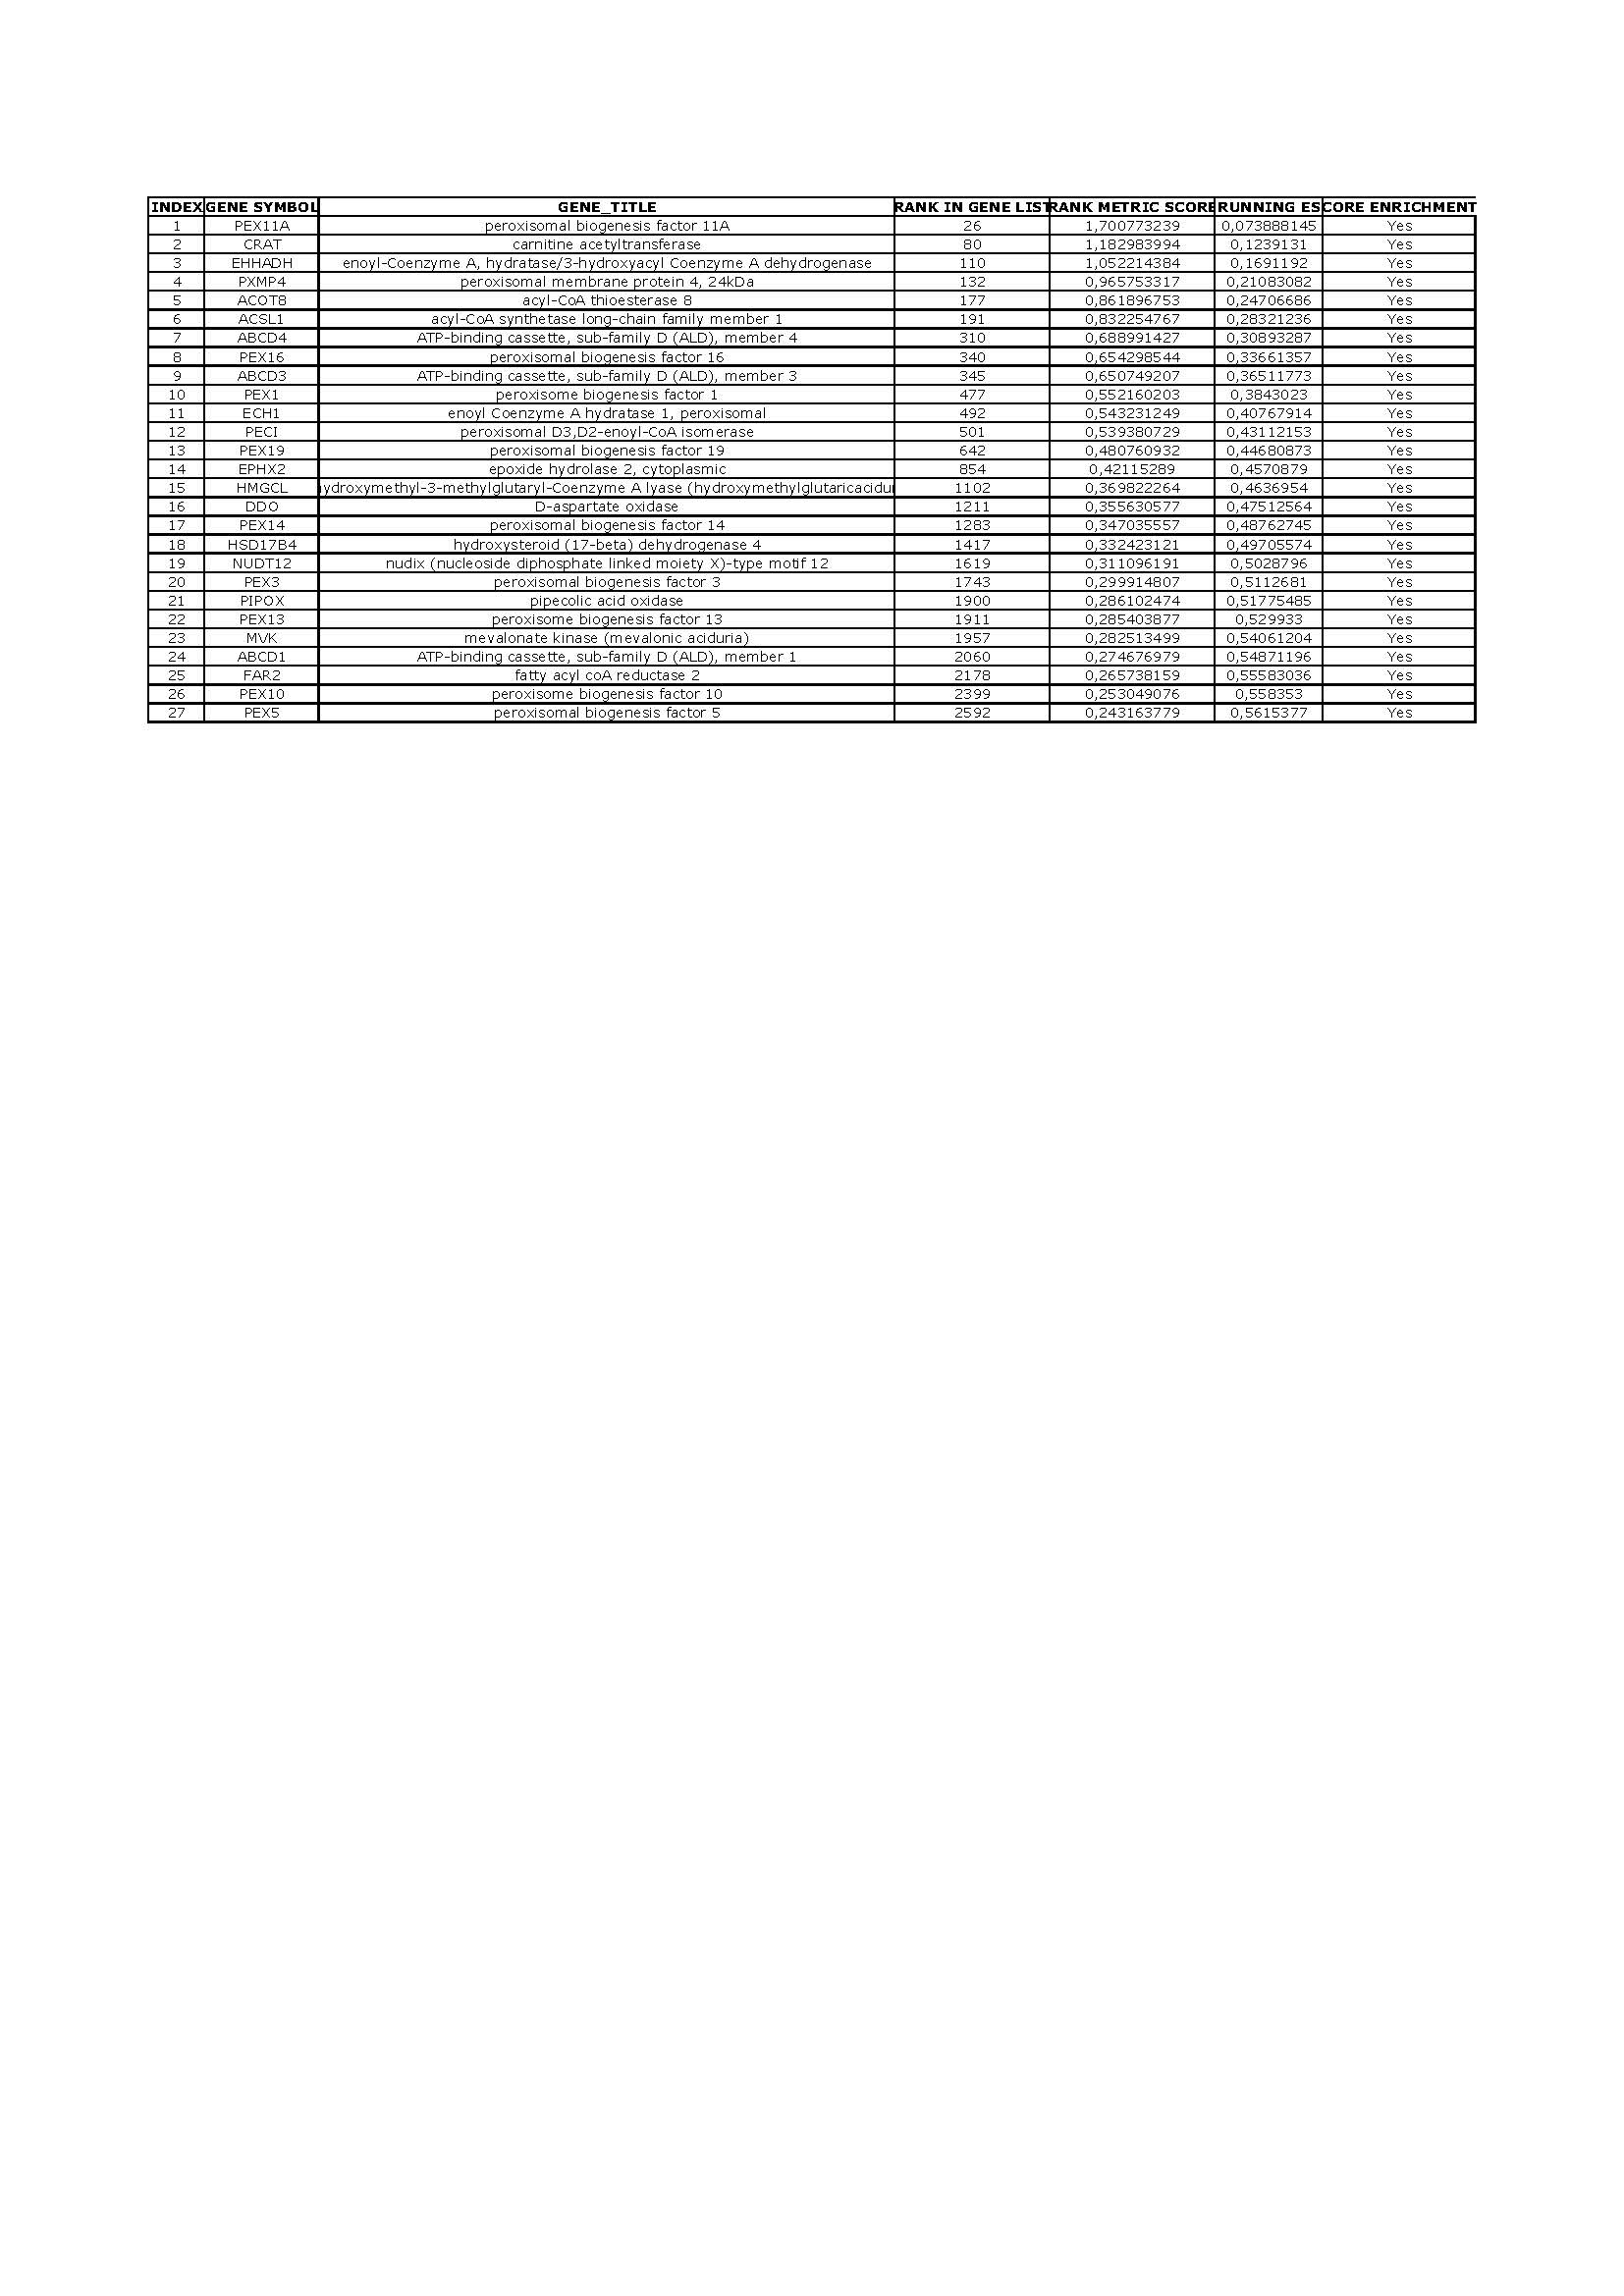

References to supplementary information

1. **Georgel P, Du X, Hoebe K, Beutler B.** 2008. ENU mutagenesis in mice. Methods Mol Biol **415:**1-16.

2. **Harakalova M, Mokry M, Hrdlickova B, Renkens I, Duran K, van Roekel H, Lansu N, van Roosmalen M, de Bruijn E, Nijman IJ, Kloosterman WP, Cuppen E.** 2011. Multiplexed array-based and in-solution genomic enrichment for flexible and cost-effective targeted next-generation sequencing. Nat Protoc **6:**1870-1886.

3. **Rakhshandehroo M, Sanderson LM, Matilainen M, Stienstra R, Carlberg C, de Groot PJ, Muller M, Kersten S.** 2007. Comprehensive analysis of PPARalpha-dependent regulation of hepatic lipid metabolism by expression profiling. PPAR Res **2007:**26839.

4. **Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, Paulovich A, Pomeroy SL, Golub TR, Lander ES, Mesirov JP.** 2005. Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proceedings of the National Academy of Sciences of the United States of America **102:**15545-15550.

5. **Majeti R, Becker MW, Tian Q, Lee TL, Yan X, Liu R, Chiang JH, Hood L, Clarke MF, Weissman IL.** 2009. Dysregulated gene expression networks in human acute myelogenous leukemia stem cells. Proceedings of the National Academy of Sciences of the United States of America **106:**3396-3401.

6. **Oaxaca-Castillo D, Andreoletti P, Vluggens A, Yu S, van Veldhoven PP, Reddy JK, Cherkaoui-Malki M.** 2007. Biochemical characterization of two functional human liver acyl-CoA oxidase isoforms 1a and 1b encoded by a single gene. Biochem Biophys Res Commun **360:**314-319.

7. **Jouve HM, Tessier S, Pelmont J.** 1983. Purification and properties of the Proteus mirabilis catalase. Canadian journal of biochemistry and cell biology = Revue canadienne de biochimie et biologie cellulaire **61:**8-14.

8. **Hunt MC, Solaas K, Kase BF, Alexson SE.** 2002. Characterization of an acyl-coA thioesterase that functions as a major regulator of peroxisomal lipid metabolism. The Journal of biological chemistry **277:**1128-1138.

How the deposited data were processed for this re-analysis (not part of the article)

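The liver transcriptomes of 3 WT and 4 SHIVA mice fasted for 24 h were measured on single-colour Agilent arrays, with 1 array per mouse and no pooling. The labels give the mice as female and 8 to 12 weeks old. The authors deposited the scanner output of each array, whose intensities come from Feature Extraction with spatial and multiplicative detrending, no subtraction of a local background, surrogate values for low signals, and no normalization between arrays. They also deposited a table of log2 values, which the paper's methods describe as raw values quantile normalized in R. That table has the rank order of the mean spot signal without background correction on every array (smallest rank correlation 1).

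Each array holds 62976 spots, of which 3671 are controls. The remaining 59305 spots belong to 55681 probes. Between 44.5% and 48.7% of probes were well above background per array, 0 spots were saturated, and 120 to 163 spots per array were marked by the software as uneven or deviant and left out. This left 54 missing values among the gene values, 41 of them in genes tested. Probe names were brought up to date with the mouse annotation GRCm38.p6, which named 26413 probes. The others kept the name in the files. Probe positions are those of mm9. For 10238 of 36492 gene names there was more than 1 probe, and the probe with the highest mean signal stood for the gene.

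The processed intensities were quantile normalized over the 7 arrays and put on the log2 scale, in R 4.3.3 with limma 3.58.1. Genes were tested with limma's linear model and empirical Bayes step when their probe was well above background on at least 3 arrays, and called at a Benjamini-Hochberg adjusted p under 0.05. The paper's text names no test for the arrays, while its general statistics sentence names an unpaired t-test, which was run as an alternative. Log2 fold changes are SHIVA over WT. Where a gene was not above background on any array of 1 genotype, its fold was set against the background limit of those arrays. That limit was the lowest normalized signal that counted as well above background on each array. Some probes above it did not count so, as Bhlhe41 at 3.98 in WT replicate 2 against a limit of 3.54. Such folds are therefore loose and not strict lower bounds. Most genes named in the text are those the paper names for liver expression, gives primers for, or labels in Figure 2A or Figure S5. Members of lists written before the data were examined were added. So were the 10 called genes with the largest fitted log2 fold change among those without overlap between the genotypes. A few more, among them LOC100046279, ENSMUST00000097824, Rps6ka2, Mup2, Mup5 and Mup6, were named after their values were seen.

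Gene sets were tested by GSEA in fgsea 1.28.0 on all genes of the arrays ranked by the log2 ratio, with weight 1, 10000 permutations of genes and seed 1, and adjusted over the 29 sets. The KEGG and MSigDB collections and the signature of PPARα-deficient livers were not at hand. For these, 27 Reactome sets, 25 of them paired with pathways of Table 1, and hand-written lists of PPARα targets and peroxisomal genes stood in, so scores are not on the same sets as the paper's. Camera with a correlation of 0.01 or with an estimated one, fry, and an exact permutation of the mice over their 35 splits into 3 and 4 were run beside it. The smallest p of that permutation is 0.0286. The same permutation test, two-sided on the difference of list means, was applied to 17 lists, among them lists for clock phase, sex-biased liver genes, the sex chromosomes, pancreas, adipose tissue, blood and immune cells, bile ducts, the acute phase and the amino acid response.

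The alternatives set before the data were examined were scaling to the 75th percentile, the mean signal without background correction, normexp background correction with an offset of 50, the authors' table, no filter on dim probes or a filter on all 7 arrays, the mean of all probes of a gene, array weights, the replicate number as a block, leaving out each mouse, the methods' t-test, a minimum fitted change of 2-fold, single probes, and for sets other tests, rankings and weights. A log2 ratio of unlogged means and the alternatives for the list means and for the chromosome 1 interval were added later. A batch term could not be fitted, since 1 slide and 1 scan hold all arrays and the slide rows follow the genotype.

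The steps were tested on simulated data with 19961 genes, of which 200 were changed by a log2 value of 2. Of these 88.5% were called, 100% of them in the right direction, and 5.85% of all calls were unchanged genes. With no change put in, 0 genes were called, and of 20 random gene sets 0 were called. Noise was drawn independently for each gene, with the same spread in both genotypes. The random sets therefore do not test how genes that vary together affect GSEA. Changes smaller than a log2 value of 2 were not simulated, so the 88.5% does not apply to them. Measurements on other mice, among them the qRT-PCR of fed and fasted mice and of Sox17+/− mice, have no deposited values and were left out.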

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

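Values measured in the 4 SHIVA mice were searched for a mouse far from the others, defined as a gap to the nearest mouse, as a share of the whole range, above Dixon's critical value. Of 59 genes and lists searched, 6 had such a mouse, where chance gives about 2.95. The WT mice were too few to be searched. The test on blood cell lists was chosen only after its result was seen. The tests on the count of genes, the pancreas, chromosome 1, the clock and the amino acid response were chosen before.

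Pex11a had a log2 signal of 12.12 in SHIVA replicate 2 and between 11.91 and 11.94 in the other SHIVA mice. The gap is small beside the SD of 1.00 between WT mice. No explanation of it was tested.

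Fgb, which encodes a fibrinogen chain, had a log2 signal of 17.73 in SHIVA replicate 4 and between 18.26 and 18.27 in the other SHIVA mice. Saa2, an acute phase gene, had 17.36 in SHIVA replicate 2 and between 11.98 and 12.82 in the others. In the list of 20 acute phase genes, SHIVA replicate 2 had the highest mean of the SHIVA mice, 14.6, and SHIVA replicate 4 the lowest, 13.4. No technical explanation was tested for these 2 mice, and an inflammatory state of single mice, for which the design gives no condition, was not tested either.

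Asns, which encodes asparagine synthetase, is not discussed in the paper. Its log2 signal was 7.87 in SHIVA replicate 1 and between 6.95 and 7.04 in the other SHIVA mice, and it was higher in all 4 SHIVA mice than in all 3 WT mice, with a log2 fold change of 2.98 (adjusted p = 0.0160 from limma). A general rise of the amino acid response could raise Asns. The other 22 genes of this response rose by 0.14 in their mean (exact permutation test, p = 0.0571), while 10 were higher and 12 lower and their median was -0.05. The mean and the median differ in sign, so that such a rise and a change of Asns by itself cannot be told apart. A genotype effect stays open beside both.

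The list of clock genes that peak in the evening had a mean log2 signal of 6.22 in SHIVA replicate 4 and between 6.72 and 6.76 in the other SHIVA mice. A difference in the time of harvest may lie behind it. Between genotypes the mean of the list differed by -0.20 (exact permutation test, p = 0.286), with 5 genes higher and 5 lower, and the labels give no time of harvest. Values under the background limit of their array were also raised to that limit, a test chosen after seeing the values. The list mean was then 6.91 in SHIVA replicate 4 and between 6.93 and 7.13 in the other SHIVA mice. Most of the gap thus rests on values below background, and a different time for SHIVA replicate 4 cannot be told apart from other causes.

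The list of neutrophil genes had a mean log2 signal of 4.41 in SHIVA replicate 4, near the 4.83 to 5.57 of the WT mice, and between 7.21 and 7.50 in the other SHIVA mice. Immune cells or blood left in some livers could give this pattern. Of the erythroid, macrophage and B cell lists, 2 were lowest in SHIVA replicate 4 among the SHIVA mice, with a difference from the mean of the others of -0.67 for macrophage genes and -0.25 for B cell genes, while the erythroid list at 9.67 lay within the 9.53 to 10.1 of the others. The list of MHC class II genes was also lowest in SHIVA replicate 4, with a difference of -1.09. Of the 8 neutrophil genes, 3 were not above background on any WT array. With values under the background limit of their array raised to that limit, a test chosen after seeing the values, the neutrophil mean was 5.33 in SHIVA replicate 4 and 5.42 to 6.13 in the WT mice, and the B cell list was no longer lowest in SHIVA replicate 4 (4.94, against 4.80 in SHIVA replicate 3). Residual blood and an infiltrate of immune cells in 3 of the 4 SHIVA mice cannot be told apart from these lists, and both remain open beside the genotype.

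Genes that the paper does not discuss and that passed the threshold with the largest fitted log2 fold changes were Tmprss4 (3.83), Esm1 (3.65), Asns, Noct (2.98), Clstn2 (2.82), Adam8 (2.78), Mmd2 (2.75) and the transcript ENSMUST00000069592 (2.45), all higher in SHIVA livers. Clstn2, Adam8 and ENSMUST00000069592 were not above background in any WT liver, so that their fitted values do not rank them among the called genes. Against the background limit they were 1.51-fold, 1.97-fold and 1.58-fold higher, which is not a strict bound. Over the alternatives set before, their lowest log2 fold changes were 0.38, 0.38 and 0.33. Of the 7 fits with a mouse left out, Esm1 and Clstn2 passed in all 7, Tmprss4 and Asns in 6, Mmd2 in 4, Noct in 2 and ENSMUST00000069592 in 1, and Adam8 passed in 2 of the 4 that tested it. Tmprss4 was above background in only 1 WT liver. In WT replicates 1 and 2 it lay at 3.21 and 2.68, under background limits of 3.50 and 3.54. Its fitted value and its place above Esm1 therefore rest partly on background. Tmprss4 and Asns did not pass without WT replicate 1, with adjusted p of 0.0889 and 0.107 from limma. Chance as the whole source of the calls is argued against by other splits of the mice, since 1 of the 35 splits, the real one, gave as many as 75 genes and the largest other count was 5. Pancreas tissue in some livers is argued against as well, since 10 of 17 acinar genes were not above background on any array, and the 5 that were above background on every array (Ctrb1, Ctrl, Amy2a5, Cel and Clps) ranged by less than 0.90 on the log2 scale. Cela2a, above background on 5 arrays, went the other way: it was higher in all SHIVA than in all WT livers, with a log2 fold change of 0.92 (adjusted p = 0.145 from limma). Ctrl, too, was higher in all SHIVA than in all WT livers, by 0.31 (adjusted p = 0.395 from limma). Of the 75 called genes, 2 could be located in a passenger region linked to the mutation, LOC100046279 and ENSMUST00000097824, which lie in the mapped interval of chromosome 1 and were named after their values were seen (Fisher's exact test, p = 0.0351). For these 2 genes linkage and an effect of Sox17 cannot be told apart on the arrays, because the mapped interval goes with the genotype. The paper reports that sequencing at this end of chromosome 1 ruled out other mutations, which the arrays cannot check. Effects of a linked variant on genes elsewhere were not tested. The place on the slide follows the genotype and stays open for all of these genes.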

How the results depend on the processing

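The alternatives for the list means and the chromosome 1 interval, and the ratio of unlogged means, were chosen after seeing the data. The others were set before. The count of 75 genes stayed within 1.5 times under scaling to the 75th percentile, normexp (71 genes, 44 lower and 27 higher), the mean of all probes, the filter on all arrays, a minimum fitted change of 2-fold and single probes. It was 141 with the mean signal without background correction and 141 with the authors' values (61 of the genes shared in each), 392 with array weights (all 75 shared), 13 with no filter on dim probes (6 shared), where more genes are tested, and 0 with the methods' t-test after adjustment against 2299 at unadjusted p. With a mouse left out it lay between 3 (without WT replicate 1) and 423 (without WT replicate 3). The cause was not tested. The numbers of the mice do not pair them: the correlation of WT and SHIVA mice of the same number was -0.0491, 0.0125 and 0.236. With the replicate block the count was 32, of which 16 were shared. A batch term was not run, since slide row and genotype cannot be told apart.

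The 14 sets stayed within 1.5 times under every ranking of genes set before, except without WT replicate 2 and without SHIVA replicate 1 (leave-one-out range 8 to 14). Other tests gave 4 sets with camera at a preset correlation, 0 with an estimated one, 1 with fry and 0 with permutation of the mice. Camera and fry allow for genes that vary together, but the cause was not tested. The permutation of the mice gives no p below 0.0286, so that its 0 after adjustment over 29 sets says little. The PPARα list kept its call under all rankings (scores -5.94 to -2.45), as did the peroxisomal list (-2.64 to -1.56). Over the set tests, the adjusted p of the PPARα list ranged from 2.43e-19 (camera, preset) to 0.438 (camera, estimated), with 0.144 for fry and 0.138 for permutation of the mice. That of the peroxisomal list ranged from 0.000274 to 0.426, with 0.138 for permutation of the mice.

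Changes near 0 turned over, and the cause was not tested. Mvk had log2 fold changes of -0.0258 (75th percentile), -0.00952 (mean signal), -0.0152 (normexp), -0.00640 (authors' values), -0.0886 (mean of all probes) and -0.0468 (replicate block), and -0.28 to 0.29 with a mouse left out. The leave-one-out ranges were -0.31 to 0.053 for Cpt1a, -0.33 to 0.052 for Etfdh and -0.22 to 0.094 for Vnn3. Glutathione conjugation scored -0.76 with an unweighted running sum. Under the 75th percentile the sex chromosome list differed by -0.0817 and the pancreas list by -0.0503, and with values under the background limit raised to it by -0.105 and -0.0659. The leave-one-out differences were -0.02 to 0.37 for the adipose list, -0.08 to 0.18 for the B cell list and -0.44 to 0.01 for the biliary list. The share of called genes in the chromosome 1 interval was 1.42% with the mean signal and 1.42% with the authors' values, 1.01% with the filter on all arrays, 0% with no filter, and 0% to 0.713% with a mouse left out, where fewer or other genes were called.

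Of 414 values of 42 named genes under the other settings set before, 353 kept direction and side of the threshold, 40 lost their call, 15 gained one and 6 turned over. With a mouse left out, 236 of 288 kept both, 39 lost their call, 8 gained one and 5 turned over. Of 198 scores of 18 sets, 168 kept both, 23 lost their call, 6 gained one and 1 turned over, and with a mouse left out 100 of 126 kept both, 24 lost their call and 2 gained one. Signal over background limits the dim genes: Elovl3 falls below the filter without a WT mouse, and Clstn2, below background in 1 genotype, had a log2 fold change of 0.38 with normexp.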

Differences from the paper's values

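The paper's log2 ratios in Table S2 and Table S3 are WT over SHIVA and are compared on that scale. The paper prints no error for them, so a gene counts as differing where the signs differ or where the gap exceeds the larger replicate SD of the gene here. By this wide measure, of 28 genes of Table S2, 2 differed from the values found here, and of 23 genes of Table S3, 1 differed. The largest gap in Table S3, 0.62 for Far2, lay within a replicate SD of 1.39, but Far2 was above background on 1 array only, so its value here is mostly background. The median absolute difference of the log2 ratios was 0.12 in Table S2, while in Table S3 it was 0.0470. With the ratio of unlogged means of the authors' values, an alternative chosen after seeing the values, it was 0.0210 and 0.00305, with 2 genes of Table S2 (Decr1 at 0.23 and Adtrp at 0.57) and 0 genes of Table S3 differing, and Mvk was at 0.0849.

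For Decr1 the paper's value is about 0.82 (Table S2, read by eye), and the value found here is 0.34. With the mean of all probes (0.60) or without WT replicate 3 (0.53), both set before the data were examined, the gap to the paper's value was smaller than the replicate SD of 0.328 found here for Decr1. It did not under the other alternatives set before, which gave 0.23 to 0.45. For Adtrp, listed under an older name, the paper's value is about 0.77 (Table S2, read by eye) and the value found here is 0.48. None of the alternatives closed this gap, the nearest being the mean of all probes with 0.62.

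For Mvk the paper's value is about 0.28 (Table S3, read by eye) and the value found here is -0.020. Among the alternatives set before the data were examined, the value was 0.28 without WT replicate 2. It had the sign of the paper's value, and a distance from it within the spread between mice, under the 75th percentile, the mean signal, normexp, the authors' values, the mean of all probes, the replicate block and without SHIVA replicate 4, but stayed between 0.00640 and 0.0886 there, so that most of the gap remained. The sign was opposite with array weights and without WT replicate 1, WT replicate 3 or SHIVA replicates 1, 2 or 3.

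The ranking in Figure 2A ends on the SHIVA side at about -11, read by eye. The lowest log2 ratio of WT over SHIVA found here was -4.06 (Mpo), a fitted value, since Mpo was not above background on any WT array. It was above background in 3 SHIVA livers but not in SHIVA replicate 4, at 1.16 against 1.18 to 1.24 in WT livers. Mpo, of the neutrophil list, was not called (adjusted p = 0.233 from limma). For the end of the ranking, the alternatives set before the data were examined gave -5.44 to -3.31. With the ratio of unlogged means of the authors' values, an alternative chosen after seeing the values, the end was at -11.15 (Rps6ka2).

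Table 1 gives directions of pathways, for which Reactome sets stood in. Of 8 sets for pathways the paper lists as lower, 7 had negative scores, and of 15 for pathways it lists as higher, 13 had positive scores. The set for retinoids, on the lower side in the paper, scored 1.24. Pyruvate metabolism and lysine catabolism, on the higher side in the paper, scored -1.15 and -0.57. None of the 3 passed the threshold. The set of mitochondrial beta-oxidation, paired here with the fatty acid metabolism that Table 1 lists as lower, did not pass but did without WT replicate 1 (-1.60) and when ranked by limma's statistic (-1.70). Peroxisomal lipid metabolism, paired with the set of Figure S5, did not pass, but did with the mean signal, the authors' values, the mean of all probes, the filter on all arrays, the ranking by limma's statistic and without WT replicate 1.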

Other observations

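The tests on bright spots, on the end of the ranking and on the label of WT replicate 3 were chosen only after the results were seen. The tests on splits of the mice, the clock, sex-biased genes and single WT mice were chosen before.

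Other splits of the 7 mice into 3 and 4 were tested for the sets as for the genes. Of the 35 splits, 1, the real one, gave as many as 14 sets. The largest other count was 13, for SHIVA replicates 1 to 3 against the other mice, which keeps most of the contrast of the genotypes, and the median of the other splits was 2. For the PPARα list 1 split, the real one, gave a score as strong (-2.69). The next, with 2.66 for SHIVA replicates 1, 3 and 4 as the group of 3, again has these SHIVA mice lower and differs from the real one by 1 SHIVA mouse. With WT replicates 1 and 2 and SHIVA replicate 1 as that group the score was -2.64. It was 2.42 with WT replicate 3 and SHIVA replicates 2 and 3. The weakest was -1.01, with WT replicates 1 and 3 and SHIVA replicate 3. Of all 35 splits, the real one included, 27 called at least 1 set, so strong scores are not peculiar to the genotypes.

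WT replicate 3 lay between the genotypes. Its mean correlation was 0.983 with the other WT mice and 0.986 with the SHIVA mice, and with it left out 423 genes passed in place of 75. On a scale from the SHIVA mice to the other WT mice its median position over the genes called without it was 0.298. The position alone excludes no wrong label: in genes chosen without WT replicate 3 and without 1 SHIVA mouse, the SHIVA mouse left out lay between -0.0138 and 0.253, and WT replicate 3 between 0.274 and 0.380. A mislabelled sample is argued against by the genes of the paper's pattern I (Elovl3, Mgll, Cxcl14 and Me1). In all 4 of them WT replicate 3 was above every SHIVA mouse by more than their SD, with Elovl3 at 6.21 there and not above background in any SHIVA mouse, where the highest background limit was 3.48. The study chose part of these genes on these arrays, but reports Elovl3 from fed mice as well. A mixed sample was not tested, and a WT mouse that responded less to fasting may be the reason, which was not tested either. For the fall of the PPARα targets, 1 deviating WT mouse as the whole cause is argued against, since the smallest difference with a WT mouse left out was -0.53 (exact permutation test, p = 0.0667, the smallest that 2 mice against 4 allow).

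The lower PPARα targets and Elovl3 could follow from a difference in clock time at harvest. The list of genes with a morning peak differed by -0.19 (exact permutation test, p = 0.257) and that with an evening peak by -0.20 (exact permutation test, p = 0.286). In the second list Nr1d1 was called, with a log2 fold change of -1.26 (adjusted p = 0.0420 from limma) and no overlap between genotypes. Members of that list went both ways, and the labels name no time, so that clock time and genotype cannot be told apart. Elovl3 could also follow a shift between the sex-biased programs of the liver. Male-biased genes other than Elovl3 differed by -0.26 (exact permutation test, p = 0.114) and female-biased genes by 0.20 (exact permutation test, p = 0.400). With the mean signal, normexp or the authors' values, the difference of the male-biased list reached an exact permutation p of 0.0286. Of that list Mup20 was called, with a log2 fold change of -1.28 (adjusted p = 0.0369 from limma). The other called genes named Mup are not in the list and were named after their values were seen. They were lower too: Mup2 (-1.68), Mup5 (-1.79) and Mup6 (-1.86). Members went both ways, with 9 male-biased genes lower and 7 higher, and 9 female-biased genes higher and 8 lower. The list means go the way of such a shift without passing the spread between mice. The shift therefore cannot be told apart from an effect on Elovl3 alone.

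Lists for other cells and states gave these differences of SHIVA from WT in mean log2 signal, with exact permutation tests over 35 splits. The neutrophil list differed by 1.51 (permutation p = 0.143), or by 1.14 (permutation p = 0.143) with values under the background limit of their array raised to that limit, which was chosen after seeing the values. The acute phase list differed by 0.64 (permutation p = 0.114), the list of MHC class II genes by 0.63 (permutation p = 0.257), the macrophage list by 0.48 (permutation p = 0.229) and the erythroid list by 0.41 (permutation p = 0.0571). The B cell list differed by 0.06 (permutation p = 0.714) and the biliary list by -0.26 (permutation p = 0.514). Other means are mostly background and say little: the pancreas list (6 of 17 genes above background on at least 3 arrays) differed by 0.05 (permutation p = 0.371), the adipose list (1 of 6) by 0.14 (permutation p = 0.600) and the sex chromosome list (1 of 5, with genes of both chromosomes) by 0.08 (permutation p = 0.429). After adjustment over the 17 lists the smallest p was 0.243.

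Some spots were bright on 1 array only. Of 137 such spots, 76 had another within 2 rows and 2 columns, where 1.23 would by random placement. This fits a flaw of the array surface, and no biological explanation was tested. The end of the ranking on the SHIVA side, at -11.15 for the ratio of unlogged means, comes from Rps6ka2, a gene chosen after its values were seen. In the authors' values it had 18.3 in SHIVA replicate 1, from a spot that the scanner software marked as deviant, and between 4.82 and 5.35 on the other arrays. The value fits a spot artifact.

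The qRT-PCR of the paper was made on other mice. On the arrays of mice fasted for 24 h, genes that the paper names there or in Figure 2A had these log2 fold changes, none of them called: Acot1 -2.69 (adjusted p = 0.204 from limma, overlapping genotypes), Fgf21 -2.11, G0s2 -2.00, Ppara -0.67 (adjusted p = 0.132 from limma, genotypes apart), Acot4 -0.93, Fabp2 -0.73, Ehhadh -0.95, Vnn3 -0.05 and Fgb 0.47. Fabp5, not called either, had a log2 signal of 8.35 ± 0.58 (SD, n = 3) in WT and 9.95 ± 1.03 (SD, n = 4) in SHIVA livers. Among genes of mitochondrial beta-oxidation, Acadm fell by 0.42, Cpt2 by 0.37, Cpt1b by 0.56, Etfdh by 0.14 and Cpt1a by 0.12. The last 2 changed sign without WT replicate 2.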
